# SFRP2 Overexpression Induces an Osteoblast-like Phenotype in Prostate Cancer Cells

**DOI:** 10.3390/cells11244081

**Published:** 2022-12-16

**Authors:** Elif Akova Ölken, Attila Aszodi, Hanna Taipaleenmäki, Hiroaki Saito, Veronika Schönitzer, Michael Chaloupka, Maria Apfelbeck, Wolfgang Böcker, Maximilian Michael Saller

**Keywords:** SFRP2, osteomimicry, prostate cancer, PC3, bone metastasis, EMT, WNT signaling

## Abstract

Prostate cancer bone metastasis is still one of the most fatal cancer diagnoses for men. Survival of the circulating prostate tumor cells and their adaptation strategy to survive in the bone niche is the key point to determining metastasis in early cancer stages. The promoter of *SFRP2* gene, encoding a WNT signaling modulator, is hypermethylated in many cancer types including prostate cancer. Moreover, SFRP2 can positively regulate osteogenic differentiation in vitro and in vivo. Here, we showed SFRP2 overexpression in the prostate cancer cell line PC3 induces an epithelial mesenchymal transition (EMT), increases the attachment, and modifies the transcriptome towards an osteoblast-like phenotype (osteomimicry) in a collagen 1-dependent manner. Our data reflect a novel molecular mechanism concerning how metastasizing prostate cancer cells might increase their chance to survive within bone tissue.

## 1. Introduction

Prostate cancer is the second most abundant cancer type in males, and even with the high treatment success after early diagnosis, it is still the fifth cancer-related death cause worldwide [1]. In advanced prostate cancer (AdPCA), when cancer cells metastasize outside the primary location, the survival rate decreases dramatically due to currently unavailable therapeutic options and resistance to androgen depletion [2].

The most abundant metastatic site of AdPCA is bone, especially the spine, hip, and long bones [3]. Other cancer types, such as lung, breast, and kidney, also have a high potential to metastasize to bone at an advanced stage, but, unlike prostate cancer, these cancers cause bone resorption, whereas AdPCA can result in both bone-forming (osteoblastic) and bone-resorbing (osteolytic) metastasis [4]. However, the molecular pathways that underly prostate cancer bone metastasis and osteoblastic or osteolytic progression are still poorly elucidated.

Bone metastasis can be separated into early and late phases that are defined by specific time-dependent molecular pathways and interaction with local cells. In early metastasis, just after the cancer cells entered into and settled in the bone, colonization, survival, dormancy, and reactivation occur until the late metastasis stage, when the tumor starts to actively grow [5]. Only around 0.01% of circulating cancer cells can survive and adapt to the bone niche during the early bone metastasis stage [6]. In the late metastatic stage after the formation of bone macrometastasis, the survival rate of cancer patients drops dramatically, by almost 60% [7]. Therapeutically, it is therefore incredibly important to diagnose and intervene in bone metastases already at the early metastasis stage.

The PC3 cell line, derived from a grade IV bone metastatic prostatic adenocarcinoma, is an aggressive metastatic prostate cancer cell line [8]. Injection of PC3 cells into the murine tibiae leads to bone lesions [9], while silencing *Dickkopf-1* (*DKK1*), an inhibitor of the WNT (Wingless/Int) signaling, was found to allow PC3 cells to secrete osteoblast-related factors and increase alkaline phosphatase activity in bone marrow stromal cells [10]. Furthermore, injection of a *DKK1*-overexpressing prostate cancer cell line C4-2B reduces bone mineral density and, therewith, leads to the formation of osteoblastic lesions in a murine animal model [11]. Overall, the currently available data suggest that WNT signaling activity is involved in the balance between osteolytic and osteoblastic phenotypes in prostate cancer bone metastasis.

WNTs are secreted glycoproteins that bind to various cell surface receptors to modulate many cellular activities such as proliferation, differentiation, apoptosis, migration, invasion, and tissue homeostasis [12]. WNT signaling cascades are divided into the canonical WNT/ß-catenin pathway that is activated via the interaction of WNT with Frizzled receptors (FZDs) and LRP5/6 (low-density lipoprotein receptor-related protein 5/6), and the ß-catenin independent non-canonical pathways, such as WNT/Ca^2+^ signaling and WNT/PCP (planar cell polarity) signaling [13]. Aberrant WNT signaling is associated with the development of bone metastasis in prostate cancer [14]. Similar to other common cancer types, WNT signaling is continuously active in prostate cancer due to a downregulation of inhibitory WNT regulator genes, such as *Wnt Inhibitory Factor 1* (*WIF1*), *Dickkopf proteins* (*DKK1, DKK2, DKK3*), and *Secreted Frizzled Related Proteins* (*SFRP1, SFRP2, SFRP3, SFRP4*), usually caused by methylation of the respective promoter [15,16]. WIF1 and SFRPs can directly bind to WNT ligands, which, in turn, leads to a WNT signaling inhibition [15]. Moreover, SFRPs and DKKs bind competitively to receptors that are involved in WNT signaling. While DKKs can bind to the co-receptors of LRP5/6, SFRPs can bind to FZDs [16]. Despite the autocrine effect of these WNT signaling inhibitors on primary cancer cells, their paracrine effect on bone cells during metastasis could help to understand the molecular pathways underlying osteolytic or osteoblastic bone metastasis.

SFRP2 is a soluble extracellular protein that acts as a WNT signaling modulator. Although SFRP2 is known to prevent the binding of WNT ligands to their respective receptors [17], recent research has shown that it augments WNT16B and WNT3A to promote WNT signaling in advanced malignancies [18] and HEK293 cells [19], respectively. The modulatory activity of SFRP2 is still unclear and, therefore, represents a potential target for understanding its role in cancer progression. It is known that the *SFRP2* promoter is hypermethylated in primary prostate cancer, and, thus, *SFRP2* expression is silenced relative to adjacent prostate tissues [20]. This suggests that SFRP2 may act as a tumor suppressor in many cancer types, but recent studies have shown that SFRP2 could also act as a tumor promoter, depending on the cell type or cellular location [21,22]. Moreover, elevated serum levels of SFRP2 are associated with poor prognosis and metastasis in breast cancer patients, in which the *SFRP2* promoter is, similar to prostate cancer, hypermethylated in the primary cancer side [23].

Additionally, SFRP2 is the only negative regulator of WNT signaling that contributes to both bone morphogenesis (Gene Ontology: GO:0060349) and osteoblast differentiation (GO:0001649), and, thus, SFRP2 could be a potential regulator of bone metastasis, similar to *DKK1*. *Sfrp2*-deficient mice show poor osteogenic differentiation, whereas administration of recombinant SFRP2 restores the expression of the osteogenic markers *Runx2* and *Osx* in vitro [24]. Likewise, due to its interaction with the fibronectin–integrin complex, SFRP2 can increase cell adhesion, which is an essential prerequisite for cancer cells to survive in the metastatic bone niche [25]. These findings suggest that SFRP2 expression may play a key role in the osteotropic activity of cancer cells after leaving the primary location.

Prostate cancer cells must substantially adapt their transcriptional landscape in the metastatic bone target area to maintain their viability. This so called osteomimicry is a survival strategy of cancer cells in the bone during early metastasis and is characterized by the secretion of bone-related proteins to cope against immune system reactions [26]. AdPCA cells acquire an osteoblast-like phenotype and secrete bone matrix proteins and osteoblast-related factors to mimic bone-related cells in the target niche [27]. After this dormancy step, depending on the secreted proteins, an increase or decrease in bone formation is induced. Therefore, SFRP2 promotes an osteoblastic phenotype in early metastasized prostate cancer cells and therewith promotes cell survival, or it additionally induces osteoblastic bone lesion in later stages due to an increase in osteoblastic differentiation. SFRP2 is a prospective target to detect poor prognosis of AdPCA.

Epithelial-mesenchymal transition (EMT) is another critical concept in the cellular plasticity of cancer cells during early metastasis. EMT allows cancer cells to survive during circulation until they reach their target tissue [28] by changing their morphology to a mesenchymal-like phenotype and altering biochemical pathways. The transformation of epithelial cancer cells into a mesenchymal cell phenotype increases their invasion potential into target tissues, including bone [29]. This fact underlines EMT as a potential marker for monitoring osteomimic features of cancer cells during early bone metastasis [30].

In this study, we found that overexpression of SFRP2 in the prostate cancer cell line PC3 increases the expression of osteoblast-like genes, when seeded on the most abundant bone extracellular matrix (ECM) structural protein, collagen 1 (COL1). Moreover, overexpression of SFRP2 alters the proliferation rate and morphology to a mesenchymal-like phenotype and increases the adhesion of PC3 cells when compared to a non-COL1-coated surface. These results emphasize that SFRP2 is a promising key element for prostate cancer cells to survive in the bone metastatic niche through osteomimicry during early bone metastasis.

## 2. Materials and Methods

### 2.1. Cell Line and Cell Culture Conditions

The PC3 cells, derived from bone metastasis of human prostate adenocarcinoma, were obtained from ATCC, USA. Cells were cultured for up to 10 passages in Dulbecco’s Modified Eagle Medium + GlutaMax (Thermo Fisher, Waltham, MA, USA), with 10% fetal bovine serum (FBS, Sigma Aldrich, St. Louis, MI, USA) and 1% penicillin/streptomycin (Sigma Aldrich, USA) at 37 °C with 5% CO_2_. The media were changed every 3 days. Due to the relatively low doubling time and the ability of cancer cells to grow on top of each other, the confluence was kept below 90% to avoid any disturbance of cell–surface interaction.

### 2.2. Generation of PC3 Cells Stably Overexpressing SFRP2

To understand the intrinsic and extrinsic effect of SFRP2 protein on prostate cancer cells, the coding sequence of the human *SFRP2* gene was stably expressed in PC3 cells by using a Sleeping Beauty transposon system. The Sleeping Beauty plasmid backbone pSBbi-RP (60513, Addgene, Watertown, MA, USA) [31] was modified in our laboratory by removing an EcoRI side with respective restriction enzymes and adding an extra multiple cloning sites (MCS) with the sequence for 6× His-Tag (HIS) (pSBbi-RP-deltaECO-HIS) by ligation. Initially, the human *SFRP2* coding sequence was digested from a pCMVSPORT6 vector (6423, Horizon Discovery, Waterbeach, UK) with EcoRI and EcoRV (NEB, Ipswich, MA, USA), purified with NucleoSpin Gel and PCR Cleanup kit after gel electrophoresis (MN, Düren, Germany), and inserted into the pSBbi-RP-deltaECO-HIS backbone with the same restriction enzymes. After overnight ligation of the insert to the backbone at 4 °C, plasmids were inserted into *E.coli* DH5α by a heat shock transformation at 42 °C, and positive transformants were expanded in LB medium with ampicillin (Thermo Fisher, USA) overnight. To generate SFRP2 overexpressing (PC3*^SFRP2^*) or control cells (PC3), 0.4 µg of the newly created plasmid, 0.9 µg transposase pCMV (CAT) T7-SB100 (24879, Addgene, Watertown, MA, USA), and 20 µL nucleofector solution (Amaxa™ Cell Line Nucleofector™ Kit V, Lonza, Basel, Switzerland) were added to 500,000 PC3 cells and electroporated with the 4D-Nucleofector™ Core Unit (program B 032, Lonza, Switzerland). Control PC3 cells were transfected with an empty pSBbi-RP-deltaECO-HIS backbone without the insert. After transfection, cells were treated with 2 µg/µL puromycin (Sigma Aldrich, St. Louis, MI, USA) for 14 days to kill non-stably transfected cells. For further purification, cells were sorted according to their RFP expressions by fluorescent-activated cell sorting (FACS). The size and granularity of the RFP expressing PC3 and PC3*^SFRP2^* cells were analyzed by forward and side scatter gating of the FACS results.

### 2.3. Surface Coating

Collagen 1 is the most abundant protein in the bone microenvironment and may, therefore, influence the response of prostate cancer cells. Therefore, we decided to mimic the bone microenvironment by coating the surface of all used cell culture-treated polystyrene (CCP) flasks or wells (Thermo Fisher, USA) and chambers (ibidi, Gräfelfing, Germany) with 20 µg/mL collagen 1, isolated from rat tails (Sigma-Aldrich, St. Louis, MI, USA) overnight at 4 °C and rinsing once with phosphate-buffered saline (PBS) before experiments. For all experiments, non-COL1-coated CCP flasks or wells served as controls and are referred to as CCP. In sum, we analyzed 4 different groups: CCP-PC3, CCP-PC3*^SFRP2^*, COL1-PC3, and COL1-PC3*^SFRP2^*.

### 2.4. Validation of SFPR2 Overexpression

To validate the overexpression of *SFRP2* at the transcriptional level, PC3 and PC3*^SFRP2^* cells were seeded at a density of 8000 cells/cm^2^ in COL1-coated and CCP T25 flasks. After the cells reached 90% confluency in about 3–4 days, total RNA was isolated with TRIzol (Invitrogen, Waltham, MA, USA) and purified with a Direct-Zol RNA Kit (Zymo Research, Irvine, CA, USA). cDNA was synthesized on PEQSTAR (PEQLAB, VWR, Radnor, PA, USA) using the Biozym cDNA Synthesis Kit (Biozym, Hessisch Oldendorf, Germany), with 1 µg of RNA and random hexamer primers, according to the manufacturer’s protocol. qPCR was performed with specific FAM-labeled *SFRP2* primers (IDT, Coralville, USA) and Promega GoTaq qPCR kit (Promega, Madison, WI, USA), according to the manufacturer’s protocol, with a LC96 LightCycler (Roche Applied Sciences, Penzberg, Germany). Human *HPRT* (IDT, Coralville, IA, USA) was used as a reference.

To validate the protein level of SFRP2 in PC3 cells, 15,000 cells/cm^2^ were seeded in 8-well chamber slides (CCP: 8-well high µ-Slides, COL1: 8-well glass µ-Slides; both from ibidi, Gräfelfing, Germany). After 24 h, attached cells were rinsed with PBS, fixed with 4% PFA in PBS (Merck, Darmstadt, Germany) for 10 min at room temperature, and permeabilized with 1% Triton-X-100 (Sigma, USA). Immunocytochemistry (ICC) against SFRP2 was performed with a polyclonal rabbit@SFPR2 antibody (ab137560, Abcam, Cambridge, UK) and a goat@secondary antibody with conjugated Alexa Fluor 488 (ab150113, Abcam, Cambridge, MA, USA). Images were taken with an inverted epifluorescence microscope (AxioObserver, Zeiss, Jena, Germany).

### 2.5. Cell Proliferation, Metabolic Activity and Morphology

To analyze the consequence of SFRP2 overexpression on the proliferation of PC3 cells on COL1-coated and CCP surfaces, 2000 cells/cm^2^ were seeded in T25 flasks and counted every 3–4 days with a hemocytometer. After counting, 2000 cells/cm^2^ were re-seeded to the same flask, and the seed-count-cycle was repeated for up to 15 days. The population doubling time (*PDT*) and cumulative population doublings (*cumPD*) were calculated using the following formulas:

$$PDT\left(\bar{x}\;for\;days\right)=\frac{\left(Number\;of\;days\;passed\;between\;two\;passages\;x\;24\right)\;x\;\log\left(2\right)}{\log\left(Number\;of\;counted\;cells\right)-\log\left(Initial\;number\;of\;cells\;seeded\right)}$$

$$cumPD\;\left(\bar{x}\;for\;days\right)=\frac{\ln\frac{\left(Number\;of\;counted\;cells\right)}{\left(Initial\;number\;of\;cells\;seeded\right)}}{\ln\left(2\right)}$$

Before each passaging, images of each experimental group were taken to analyze morphological differences. At least 100 cells per passage were analyzed for cell area and cell shape with ImageJ [32]. The cutoff for both area and aspect ratio is defined as 3 for better visualization in violin plots.

To analyze SFRP2-dependent changes in the metabolic activity of PC3 cells on CCP and COL1 surfaces, a WST-1 colorimetric assay was performed. Therefore, 10,000 cells/well were cultured overnight and afterwards incubated with the WST-1 Reagent (Roche Applied Sciences, Penzberg, Germany) in 1:10 final dilution in complete media for 4 h. The colorimetric change was measured on a Multiskan FC microplate reader (Thermo Fisher, USA) at 450 nm for formazan and 620 nm as reference.

To test the efficiency of a single PC3 or PC3*^SFRP2^* cell to form colonies on CCP or COL1 surfaces, 400 cells/well were seeded in 6-well plates. After 10 days, newly formed colonies were fixed with 4% PFA in PBS and stained with 0.1% Crystal Violet in isopropanol (Sigma-Adrich, St. Louis, MI, USA). Colonies with at least 20 cells were counted, and colony forming unit (CFU) efficiency was calculated and normalized to CCP-PC3 cells.

### 2.6. Migration, Invasion and Attachment

To investigate if there is a relation between SFRP2 overexpression in PC3 cells and COL1 interaction, we analyzed the migration, invasion, and attachment characteristics. Random migration of PC3 and PC3*^SFRP2^* on CCP and COL1 surfaces were observed with a time lapse microscope (Axiovert S100, Zeiss, Jena, Germany) at 37 °C 5% CO_2_. Therefore, 5000 cells/well were seeded in 6-well plates, incubated overnight, and imaged every 15 min for 48 h. At least 100 cells per experiment were analyzed utilizing ImageJ and MTrackJ [33].

The invasion potential of PC3 or PC3*^SFRP2^* through COL1-coated membranes was analyzed by a transwell assay with a membrane pore size of 12 µm (3403, Corning, Corning, NY, USA). Therefore, 50,000 cells/insert were seeded in media without FBS to the upper compartment. Media with 10% FBS in the lower compartment served as chemoattractants. After 6 h of incubation, cells were fixed with 4% PFA in PBS and stained with 0.01% DAPI in PBS. Images were taken on an inverted epifluorescence microscope (AxioObserver, Zeiss, Germany), and cells were automatically counted with the “find maxima” function of ImageJ.

To test the effect of SFRP2 overexpression on cell adhesion, 10,000 cells/well were seeded on COL1-coated or uncoated 96-well plates in serum-free medium and washed after 2 h of incubation with PBS. As a negative control, 1% BSA in PBS was used. The remaining adhered cells were stained with 0.1% crystal violet in methanol. The colorimetric measurement was performed on Multiskan FC Microplate Photometer (Thermo Fischer, Waltham, USA) at 570 nm.

### 2.7. Next Generation RNA Sequencing and Bioinformatics Analysis

To identify SFRP2-induced transcriptional changes in PC3 cells, 100,000 cells were seeded in T25 flasks, and RNA was isolated after 5 days, as described in Section 2.3., and RNA integrity was validated with Bioanalyzer (Agilent, Santa Clara, CA, USA). cDNA sequencing libraries were prepared with a SENSE mRNA-Seq Library Prep Kit V2 (Lexogen, Vienna, Austria). Sequencing was performed on a HiSeq1500 device (Illumina, San Diego, CA, USA) with a read length of 50 bp and a sequencing depth of approximately 12 million reads per sample.

Obtained FASTQ files were demultiplexed with sample-specific barcodes, and adaptor sequences were clipped before passing to the alignment. Reads were aligned to the homo sapiens reference genome (release GRCh38.101) using STAR (version 2.7.2b) [34].

Genes with less than 10 reads in all samples were filtered out, leaving 22,105 genes for further analysis. Gene expression was normalized with a variance stabilizing transformation (vst), which was further utilized for a principal component analysis (PCA).

Differentially expressed genes were calculated with the DESeq2 package (version 1.28.1) [35] in R (version 4.0.3). Significantly changed genes were determined by utilizing an adjusted *p*-value (*p*-adj) of <0.05 and a Log2FoldChange of ±2 as cut-offs and utilized for the MA-Plot. Gene set enrichment analysis (GSEA), utilizing significant changed genes without a Log2FoldChange cut-off (COL1-PC3 vs. COL1-PC3*^SFRP2^*: 7174 significantly changed genes; CCP-PC3 vs. CCP-PC3*^SFRP2^*: 88 significantly changed genes), was performed separately for each group with the clusterProfiler package (version 4.2.2) [36] to understand the match of significantly upregulated genes in each surface condition with gene ontology biological pathways.

By using the GO:0001649 osteoblast differentiation pathway gene set and our DESeq2 results without Log2FoldChange cut-offs, a matched gene set was created. Out of 158 genes in GO:0001649, 46 genes were found to be differentially expressed in between COL1-PC3 and COL1-PC3*^SFRP2^*. These genes were used to create a heatmap and clustering analysis with normalized gene expressions, including all groups.

### 2.8. Statistical Analysis

All experiments were performed in triplicates and repeated at least three times. Statistical calculations were performed in R-Studio (version 4.1.0). After the verification of the Gaussian distribution and variance of the results, a two-way ANOVA was performed for two independent variables and their interactions. Significance of both the effect of surface coating and cell type and their interactions were calculated separately. Depending on the F-stat significance, multiple pairwise-comparison was performed with TukeyHSD (Tukey honest significant differences). Statistical significance was defined at a *p*-value of <0.05.

## 3. Results

### 3.1. Generation and Validation of PC3 Cells Stably Overexpressing SFRP2

As the *SFRP2* promoter is hypermethylated in many cancer cells, including PC3 cells, we created PC3 cells that stably overexpress SFRP2 by utilizing the Sleeping Beauty transposon system [37]. The unmodified bicistronic expression plasmid with coding sequences for red fluorescence protein (RFP/dTomato) and puromycin resistance was used for establishing stably transfected control cells (PC3), while the same plasmid with an insertion of the human coding sequence of human *SFRP2* was used to generate the *SFRP2* overexpressing cells (PC3*^SFRP2^*, Figure 1A). After 14 days of puromycin selection, most cells stably expressed RFP (Figure 1B). To further enrich PC3 cells expressing high RFP and hence high *SFRP2*, FACS was performed (Figure 1B′), resulting in homogenous, bright RFP fluorescent cell populations (Figure 1B″).

To validate *SFRP2* overexpression on transcriptional and translational levels, we performed qPCR and immunocytochemistry (ICC) for PC3*^SFRP2^* and PC3 cells seeded on COL1-coated and CCP surfaces. qPCR showed that *SFRP2* expression is more than 20-log2fold higher in PC3*^SFRP2^* cells in comparison to control PC3 cells, independent of the cell culture surface (Figure 1C). Moreover, ICC revealed a clearly higher expression of SFRP2 protein in PC3*^SFRP2^* cells in comparison to PC3 (Figure 1D,D′). In addition, these results specifically demonstrated that SFRP2 expression was not affected by different culturing methods in PC3*^SFRP2^* cells.

### 3.2. SFRP2 Overexpression Promotes a Higher Number of Differentially Expressed Genes in PC3 Cells on the COL1-Coated Surface Compared to the CCP Surface

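In the RNA sequencing of these cells, *SFRP2*, the gene of a secreted protein that binds WNT ligands, had 10801 to 28200 CPM (counts scaled to the size of the library) in each of the 6 libraries of PC3* SFRP2* cells and 10.5 to 25.2 CPM in each of the 6 libraries of control PC3 cells. The gene (ENSG00000145423) lies on chromosome 4 of GRCh38 from 153780591 to 153789083. Its log2 fold change between PC3* SFRP2* and PC3 was 9.93 on CCP (standard error 0.54, adjusted p = 1.18e-07 from edgeR's quasi-likelihood test) and 9.95 on COL1 (standard error 0.54, adjusted p = 1.17e-07 from the same test). PC3 is an established line of human prostate cancer cells from a bone metastasis, and the control cells carried the same plasmid without the *SFRP2* coding sequence. The methods describe the transfection, selection and sorting of each cell line and name no independently made lines. A difference between PC3* SFRP2* and PC3 may therefore also be a difference between these lines, which the p-values do not cover. The effect of *SFRP2* stands below for the difference between these lines. For each library, 100000 cells were seeded in T25 flasks, uncoated (CCP) or coated with 20 µg/mL of collagen type I (COL1), and RNA was taken after 5 days. Each of the 4 groups, CCP-PC3, CCP-PC3* SFRP2*, COL1-PC3 and COL1-PC3* SFRP2*, has 3 libraries. The sample labels call them biological replicates, and the methods state triplicates and repeats for all experiments; neither says whether these libraries came from separate cultures, and if they did not, the p-values measure only the spread between these samples, which may be technical. The counts in genes per library were 7472812 to 9975972 in CCP-PC3 (median 7484392), 7446136 to 8380405 in CCP-PC3* SFRP2* (median 8272820), 5893267 to 9059700 in COL1-PC3 (median 6540729) and 5529459 to 6309800 in COL1-PC3* SFRP2* (median 6029679). The paper gives its depth as reads sequenced, and all values here use the counts in genes.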

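Libraries of 1 group resembled each other with 1 exception. Across genes, the Pearson correlation of log2 CPM between 2 libraries of a group was 0.965 to 0.991, while the third library of COL1-PC3* SFRP2* had correlations of 0.891 and 0.842 with the others of its group. All genes of the mitochondrial genome together held 13.7%, 16.8% and 7.17% of the counts in the 3 libraries of COL1-PC3* SFRP2* and 19.8% to 24.0% in the other 9 libraries. In each library the log2 CPM of a gene was set against its mean over the libraries of the other groups, with COL1-PC3* SFRP2* left out of that mean. Across 10967 genes this difference correlated with the gene's GC content at a Spearman correlation of 0.747 to 0.848 in the libraries of COL1-PC3* SFRP2* and of -0.546 to 0.598 in the others; genes are not independent replicates. The authors aligned the reads with STAR to GRCh38 and deposited raw counts per gene. From there, the 20364 genes with at least 10 counts summed over the 12 libraries were kept, scaled by the TMM method and tested by edgeR's quasi-likelihood test in 1 fit of all 4 groups. Levels of genes are given in CPM after this scaling, apart from the CPM of single libraries, which are relative to the library's total. A gene with an adjusted p (Benjamini-Hochberg) under 0.05 is called changed, and counts are also given for a log2 fold change beyond 2, the thresholds of the paper. The 33 gene lists, the rule for the genes named and the main set of alternatives were fixed before the data were examined. Of the alternatives, 3 recur in the results: a correction of each library for GC content and gene length (the GC correction), leaving out the third library of COL1-PC3* SFRP2*, and the substituted library. The last is named for a further deposited table of all libraries, whose column for the third library of COL1-PC3* SFRP2* holds other counts, while the table of the 12 libraries from a second alignment names the fourth library of this group in place of the third, so that which sample the third library is remains open; this alternative and its combinations were chosen after seeing the data. The table used is the one on which DESeq2 gives the log2 fold changes of the paper's Tables S1 to S4 within 0.01, compared over the first 1999 of the 13559 rows of each.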

To analyze the cell-intrinsic effect of SFRP2 overexpression in PC3 cells on both surfaces, we performed next generation RNA-sequencing. Interestingly, while just 17 genes were significantly differentially expressed in PC3 and PC3*^SFRP2^* cells, when cultured on the CCP surface (Figure 2A, Table S1), culturing the cells on COL1 led to a significant increase of 453 differentially expressed genes (Figure 2A′). 

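On CCP, 16 of the genes tested differed between CCP-PC3* SFRP2* and CCP-PC3 at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 6 of them higher in CCP-PC3* SFRP2* and 10 lower. The higher genes were *SFRP2* itself, 3 genes of protein folding in the endoplasmic reticulum (*HSPA5*, *PDIA4* and *HYOU1*), *ANXA6*, which encodes a calcium-dependent membrane-binding annexin, and *KLK5*, which encodes a secreted serine protease. *ANXA6* (ENSG00000197043, chromosome 5 of GRCh38 from 151100706 to 151157815) was at 100.1 ± 4.39 CPM (SD, n = 3) in CCP-PC3* SFRP2* and 36.0 ± 6.45 CPM (SD, n = 3) in CCP-PC3, a log2 fold change of 1.47 (standard error 0.18, adjusted p = 0.00232 from the same test). *KLK5* had a log2 fold change of 1.14 (standard error 0.18, adjusted p = 0.0159). Among the lower genes, *EDIL3*, which encodes a secreted integrin ligand, was at 0.805 ± 0.233 CPM (SD, n = 3) against 11.1 ± 2.07 CPM (SD, n = 3), a log2 fold change of -3.77 (standard error 0.39, adjusted p = 0.000423). *ONECUT3*, a transcription factor gene, had a log2 fold change of -3.37 (standard error 0.45, adjusted p = 0.00423) and *HPGD*, the gene of a prostaglandin-degrading enzyme, one of -2.28 (standard error 0.38, adjusted p = 0.0311). Smaller decreases were found for *TFPI*, which encodes an inhibitor of coagulation (log2 fold change -1.61, adjusted p = 0.00598), *RGS2*, a regulator of G protein signaling (-1.57, adjusted p = 0.00332), and *CLDN1*, a tight junction gene (-1.12, adjusted p = 0.0146). *ANXA6*, *EDIL3*, *PDIA4* and *SFRP2* passed under all 19 alternatives, while *HSPA5*, *HYOU1*, *CLDN1*, *KLK5* and *HPGD* did not pass without any 1 library of CCP-PC3 or CCP-PC3* SFRP2*, *TFPI* did not without the second or the third of CCP-PC3 or any of CCP-PC3* SFRP2*, *ONECUT3* without the third of CCP-PC3 or any of CCP-PC3* SFRP2*, and *RGS2* without the first or the third of CCP-PC3* SFRP2*. *HPGD* also missed the threshold without any 1 library of COL1-PC3, *KLK5* without the second of COL1-PC3 and with the substituted library, *KLK5* and *CLDN1* with the replicate block, and *HPGD* and *RGS2* with the GC correction, so that the adjusted p over 19 alternatives ranged from 6.57e-24 to 0.171 for *KLK5*, 1.12e-29 to 0.447 for *HPGD*, 7.96e-15 to 0.124 for *TFPI*, 1.98e-23 to 0.13 for *RGS2*, 8.74e-12 to 0.261 for *CLDN1* and 1.16e-16 to 0.0867 for *ONECUT3*. Their log2 fold changes over these alternatives were 1.13 to 1.22 for *KLK5*, -2.42 to -2.09 for *HPGD* and -1.71 to -1.51 for *TFPI*. They were -1.65 to -1.41 for *RGS2*, -1.14 to -1.02 for *CLDN1* and -3.5 to -3.19 for *ONECUT3*.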

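Of the 16 genes called on CCP, 15 were also called between COL1-PC3* SFRP2* and COL1-PC3, in the same direction. The exception was *KRT4*, a keratin gene, with a log2 fold change of -2.58 on CCP (adjusted p = 0.0451 from edgeR's quasi-likelihood test) and of -0.41 on COL1 (adjusted p = 0.461). Beyond a log2 fold change of 2 lay 8 of the 16 genes, *SFRP2* as the higher one and 7 lower ones, among them *EDIL3*, *ONECUT3*, *HPGD* and *KRT4*. Across 10982 genes the log2 fold changes on both surfaces correlated at r = 0.282, where genes are not independent replicates. Tested directly, the difference between the fold changes on COL1 and on CCP passed for 1287 genes, 772 more positive on COL1 and 515 more negative. The count of 16 became 5 to 10 without any 1 library of CCP-PC3 or CCP-PC3* SFRP2*, 26 without the second and 384 without the third library of COL1-PC3* SFRP2*, 78 with the GC correction and 59 with the substituted library; the 8 became 2 or 3 without the third library of CCP-PC3 or any of CCP-PC3* SFRP2* and 35 without the third library of COL1-PC3* SFRP2*, and *KRT4* passed in 8 of 19 alternatives (adjusted p = 9.85e-08 to 0.436). The 1287 became 2 to 92 without any 1 library of CCP-PC3 or CCP-PC3* SFRP2* or without the second or the third of COL1-PC3, 5515 without the second and 4050 without the third library of COL1-PC3* SFRP2*, 581 with the GC correction, 2 with the replicate block and 0 with the substituted library (1296 at an unadjusted p under 0.05).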

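Of 27 genes of the unfolded protein response, the reaction to misfolded protein in the endoplasmic reticulum (ER), 3 rose in CCP-PC3* SFRP2* against CCP-PC3 and 0 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test (15 rose and 0 fell when adjusted over the list alone). At an unadjusted p under 0.05, 18 were higher and 0 lower, and DESeq2 called 11 higher and 0 lower. *PDIA4*, which encodes a protein disulfide isomerase of the ER (ENSG00000155660, chromosome 7 of GRCh38 from 149003062 to 149028662), was at 518.9 ± 20.6 CPM (SD, n = 3) in CCP-PC3* SFRP2* and 163.2 ± 2.18 CPM (SD, n = 3) in CCP-PC3, a log2 fold change of 1.67 (standard error 0.17, adjusted p = 0.000423 from edgeR's quasi-likelihood test). *HSPA5*, the ER chaperone BiP (ENSG00000044574, chromosome 9 from 125234853 to 125241382), was at 1323 ± 127 CPM (SD, n = 3) against 343.1 ± 20.2 CPM (SD, n = 3), a log2 fold change of 1.95 (standard error 0.28, adjusted p = 0.00742). *HYOU1*, another ER chaperone (ENSG00000149428, chromosome 11 from 119044188 to 119057227), was at 159.3 ± 2.85 CPM (SD, n = 3) against 65.7 ± 6.80 CPM (SD, n = 3), a log2 fold change of 1.28 (standard error 0.18, adjusted p = 0.00742). *HERPUD1*, a gene of ER-associated degradation, had a log2 fold change of 1.02 and did not pass (standard error 0.18, adjusted p = 0.0543; passed in 9 of 19 alternatives, 2.24e-17 to 0.415). The median log2 fold change of the 27 genes was 0.80, their median GC content 48.0%, and the list was higher than other genes by camera with a preset correlation of 0.01 (adjusted p = 2.36e-25 over the 33 lists; adjusted p = 0.0598 with an estimated correlation). On COL1, 15 of the 27 rose and 0 fell in COL1-PC3* SFRP2* against COL1-PC3 (15 and 0 when adjusted over the list alone; 16 and 0 at an unadjusted p under 0.05), with a median of 0.95, and camera gave an adjusted p of 1.06e-05 (adjusted p = 0.391 with an estimated correlation). Here *PDIA4* had a log2 fold change of 2.35 (adjusted p = 4.26e-06), *HYOU1* one of 1.94 (adjusted p = 3.81e-05) and *SDF2L1*, which encodes a cofactor of the ER chaperones, one of 3.33 (standard error 0.25, adjusted p = 4.26e-06). Without any 1 library of CCP-PC3 or CCP-PC3* SFRP2*, *PDIA4* alone was called on CCP, with *HSPA5* at adjusted p of 0.0609 to 0.117 and *HYOU1* at 0.0508 to 0.0986 (over 19 alternatives 6.51e-42 to 0.117 and 2.02e-24 to 0.0986), while 7 members were called on CCP without the second and 16 without the third library of COL1-PC3* SFRP2*, 14 with the GC correction and 8 with the substituted library. Over the 19 alternatives the log2 fold change on CCP was 1.9 to 2.07 for *HSPA5* and 1.25 to 1.36 for *HYOU1*. On COL1 the 15 became 22 without the third library, 20 with the GC correction and 13 with the substituted library, with 0 lower in each. 

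**Figure D1:**
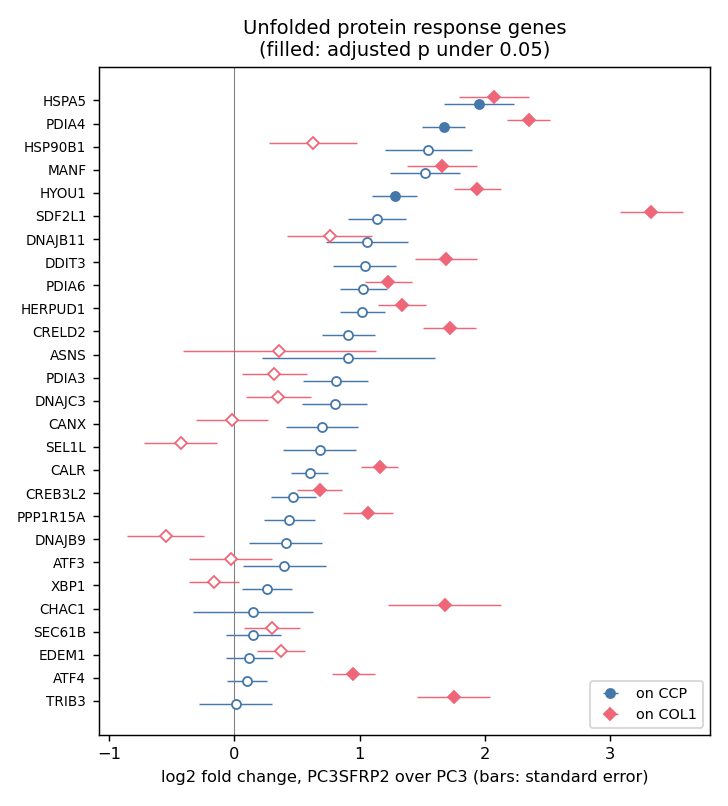
Log2 fold change between PC3* SFRP2* and PC3 of the 27 genes of the unfolded protein response on CCP (circles) and on COL1 (diamonds), with standard errors as bars; filled symbols have an adjusted p under 0.05 from edgeR's quasi-likelihood test. The filled symbols are 3 genes on CCP and 15 genes on COL1, and all of them lie above 0.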

On the CCP surface, analysis of the gene ontology-related biological process of the upregulated genes in PC3*^SFRP2^* was related to ER stress (Figure S1A). Yet, the downregulation of the type II collagen gene (*COL2A1*) in PC3*^SFRP2^*, which is involved in cancer stemness in various cancer types [38], and the upregulation of *CDH15* (Cadherin 15) in PC3*^SFRP2^*, which mediates intracellular adhesion [39], are promising predictors of the role of SFRP2 in cancer metastasis. 

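*COL2A1*, which encodes the chain of type II collagen of cartilage (ENSG00000139219, chromosome 12 of GRCh38 from 47972967 to 48004554), was at 2.74 ± 0.932 CPM (SD, n = 3) in CCP-PC3* SFRP2* and 60.4 ± 13.7 CPM (SD, n = 3) in CCP-PC3, with each library of CCP-PC3* SFRP2* below each library of CCP-PC3. The log2 fold change was -4.46 (standard error 1.07), which did not pass in the fit of all 12 libraries (adjusted p = 0.26 from edgeR's quasi-likelihood test). In that fit the third library of COL1-PC3* SFRP2* had 680 counts of *COL2A1*, where the others of its group had 20 and 19. *CDH15*, which encodes a cadherin of muscle (ENSG00000129910, chromosome 16 from 89171748 to 89195492), had 23, 17 and 34 counts in the libraries of CCP-PC3* SFRP2* and 3, 7 and 0 in those of CCP-PC3. Its log2 fold change on CCP was 2.81 (standard error 0.65) and did not pass (adjusted p = 0.244). On COL1 it rose by a log2 fold change of 4.12 (standard error 0.64, adjusted p = 0.000676; 4.86 without the first library of COL1-PC3), at 7.88 ± 1.00 CPM (SD, n = 3) in COL1-PC3* SFRP2* against 0.458 ± 0.465 CPM (SD, n = 3) in COL1-PC3. Of 25 collagen genes measured, 0 rose and 0 fell on CCP (1 higher and 2 lower when adjusted over the list alone; 3 and 3 at an unadjusted p under 0.05; 0 and 1 with DESeq2), and camera gave an adjusted p of 0.779. On CCP, *COL2A1* passed with DESeq2 (adjusted p = 0.0324), with the substituted library (1.78e-06), in a second deposited alignment of 11 libraries and without the third library of COL1-PC3* SFRP2* with or without the GC correction (1.58e-15 without it); over 19 alternatives its adjusted p was 2.07e-27 to 1, and without that library 1 collagen gene was higher and 2 lower. *CDH15* passed on CCP with DESeq2 (adjusted p = 0.00317), with the GC correction, without the third library of COL1-PC3* SFRP2* with or without that correction (0.00256 without it) and in the second alignment (2.49e-05 to 1 over 19 alternatives).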

When we compared gene expressions of PC3 and PC3*^SFRP2^* cells that were seeded on COL1, PC3*^SFRP2^* cells showed a significant COL1-dependent transcriptional adaptation, with 453 significantly differentially expressed genes (DEGs) (Figure 2A′, Table S2).

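On COL1, 7157 genes differed between COL1-PC3* SFRP2* and COL1-PC3 at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3681 higher and 3476 lower in COL1-PC3* SFRP2*. A log2 fold change beyond 2 was found for 737 of them, 333 higher and 404 lower. Among the genes that fell most was *PCLAF*, which encodes a partner of the replication clamp PCNA (ENSG00000166803, chromosome 15 of GRCh38 from 64364304 to 64387687), at 5.30 ± 0.980 CPM (SD, n = 3) in COL1-PC3* SFRP2* and 99.4 ± 27.4 CPM (SD, n = 3) in COL1-PC3, a log2 fold change of -4.22 (standard error 0.35, adjusted p = 1.22e-05). *CKLF*, which encodes a chemokine-like factor (ENSG00000217555, chromosome 16 from 66552563 to 66566251), had 3 counts in all of COL1-PC3* SFRP2* and 139 in COL1-PC3, a ratio of 38.5 after division by the totals (exact 95% Clopper-Pearson interval 12.9 to 189, counting error only; adjusted p = 5.02e-05). These genes can share reads with other copies, and *CKLF* overlaps its readthrough with the next gene. In a second deposited alignment the 9 libraries of the other groups held 1 count of *CKLF* in place of 562 and 1021 counts of *PCLAF* in place of 5692, and *PCLAF* fell there by 1.31 on the log2 scale (adjusted p = 0.000148, against 2.34e-27 to 0.158 over its 19 alternatives). The fold changes moved with GC content: across 10967 genes the Spearman correlation was 0.825, and the median log2 fold change went from -1.21 in genes with a median GC content of 36.6% to 1.25 in genes with 64.1%. The GC correction left 3582 genes called, 2265 of them shared with the 7157, and the count was 4401 without the third library of COL1-PC3, 6931 without the third library of COL1-PC3* SFRP2* and 223 with the substituted library, 176 of these shared. Beyond a log2 fold change of 2 the 737 became 240 with the correction, 490 without the third library of COL1-PC3, 1348 without the second and 378 without the third library of COL1-PC3* SFRP2*, and 30 with the substituted library, where *CKLF* and *PCLAF* also did not pass (adjusted p = 0.266 and 0.158; for *CKLF* 5.17e-11 to 0.266 over 18 alternatives). 

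**Figure D2:**
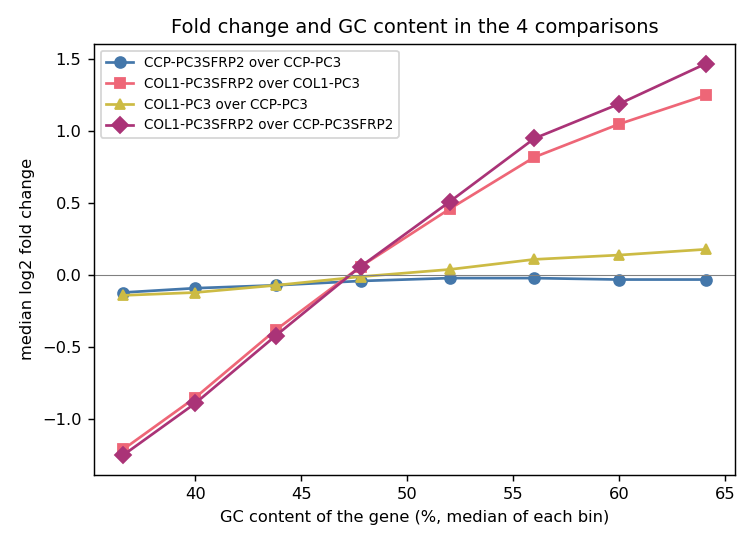
Median log2 fold change of genes grouped by GC content in the 4 comparisons, with the GC content of the genes in percent on the horizontal axis. Between COL1-PC3* SFRP2* and COL1-PC3 the median goes from -1.21 to 1.25, and between CCP-PC3* SFRP2* and CCP-PC3 it is -0.12 in the lowest and -0.03 in the highest group.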

When we investigate the upregulated genes in COL1-PC3*^SFRP2^* in detail, we discovered several genes that might contribute to the formation of osteomimicry. Members of the integrin (ITG) and matrix metalloproteinase (MMP) families mediate cell adhesion and invasion on or through extracellular matrices, respectively [40]. 

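*ITGB2*, which encodes the beta chain of leukocyte integrins (ENSG00000160255, chromosome 21 of GRCh38 from 44885953 to 44931989), was at 67.6 ± 65.9 CPM (SD, n = 3) in COL1-PC3* SFRP2* and 14.0 ± 3.64 CPM (SD, n = 3) in COL1-PC3, a log2 fold change of 2.28 (standard error 0.48, adjusted p = 0.00266 from edgeR's quasi-likelihood test). Its counts were 180, 201 and 720 in the libraries of COL1-PC3* SFRP2* and 97, 70 and 115 in those of COL1-PC3. *MMP17*, the gene of a membrane-bound matrix metalloproteinase (ENSG00000198598, chromosome 12 from 131828393 to 131851783), was at 12.4 ± 10.0 CPM (SD, n = 3) against 2.90 ± 0.388 CPM (SD, n = 3), a log2 fold change of 2.08 (standard error 0.49, adjusted p = 0.00471). *MMP11*, the gene of a secreted metalloproteinase (ENSG00000099953, chromosome 22 from 23768226 to 23784316), was near the detection limit, with 16 counts in all of COL1-PC3* SFRP2* and 2 in COL1-PC3, a ratio of 9.62 (exact 95% interval 2.26 to 86.3; adjusted p = 0.0318). Of 17 genes of metalloproteinases and their inhibitors, 5 rose and 1 fell (5 and 1 when adjusted over the list alone). The other genes that rose were *MMP14* (log2 fold change 1.14, adjusted p = 0.00076), *MMP24* (1.45, adjusted p = 0.0308) and *MMP15*, and the one that fell was *TIMP2*, an inhibitor gene; *MMP15* and *TIMP2* were named after their values were seen. Of 20 integrin genes, 5 rose and 5 fell (6 and 5 when adjusted over the list alone): *ITGB5* rose by a log2 fold change of 1.53 (adjusted p = 0.000737) and *ITGA3* by 1.13 (adjusted p = 0.00121), while *ITGB8* had one of -1.33 (adjusted p = 0.00107). *ITGB2*, *ITGB4* and *ITGA5* also rose and *ITGA6*, *ITGA1*, *ITGB6* and *ITGA2* also fell; apart from *ITGB2*, these were named after their values were seen. Camera called neither list (adjusted p = 0.202 and 0.828), and the median GC content was 57.9% for the metalloproteinase list and 51.5% for the integrins.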

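Several calls of metalloproteinase and integrin genes between COL1-PC3* SFRP2* and COL1-PC3 depended on single libraries or on the GC correction. *ITGB2* and *MMP17* had log2 fold changes of 1.11 and 1.21 without the third library of COL1-PC3* SFRP2*, and they did not pass with the GC correction, with or without that library, or with the substituted library (adjusted p of edgeR's quasi-likelihood test 1.12e-05 to 0.142 and 0.000385 to 0.528 over 19 alternatives). *MMP11* did not pass in these settings nor without any 1 library of COL1-PC3 or the first or the third of COL1-PC3* SFRP2* (0.0249 to 0.358), and *MMP24* did not in these settings, in the second alignment and without any 1 library of COL1-PC3 or the first of COL1-PC3* SFRP2* (0.026 to 0.602). *ITGA3* was lost in the same settings of correction and table as *ITGB2* (3.99e-07 to 0.882), *MMP14* (2.81e-08 to 0.21) and *ITGB8* (2.24e-06 to 0.121) with the GC correction on all 12 libraries and with the substituted library, and *ITGB5* with the substituted library alone (1.69e-07 to 0.0514). The 5 metalloproteinase genes that rose became 2 or 3 without any 1 library of COL1-PC3 or the first or the third of COL1-PC3* SFRP2*, and the 5 integrin genes 3 without the third library of COL1-PC3 or of COL1-PC3* SFRP2*. With the GC correction, 0 metalloproteinase genes (1 at an unadjusted p under 0.05) and 2 integrin genes rose, and with the substituted library 0 of both (1 and 2 at an unadjusted p under 0.05).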

Interestingly, *ITGB2 (Integrin Subunit Beta 2*), *MMP11 (Matrix Metallopeptidase 11)*, and *MMP17 (Matrix Metallopeptidase 11)* were significantly upregulated in COL1-PC3*^SFRP2^* cells when compared to COL1-PC3. Moreover, increased expression of *TNXB* (*Tenascin XB*) causes an increase in cell adhesion [41], and *VWF* (*Von Willebrand Factor*) is a major platelet adhesion ligand [42] that contributes to the adhesion property of COL1-PC3*^SFRP2^* cells. Similarly, upregulation of *PTN* (*Pleiotrophin/Osteoblast-Stimulating Factor 1*) and *SPARC* (*Secreted Protein Acidic and Cysteine Rich*), which represent biochemical markers for osteoblast-like cells [43,44], were also detected in COL1-PC3*^SFRP2^* cells (Figure 2A′, Table S2).

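*TNXB* and *VWF* were close to the detection limit. *TNXB*, which encodes the extracellular matrix glycoprotein tenascin XB (ENSG00000168477, chromosome 6 of GRCh38 from 32041153 to 32115334), had 15, 4 and 17 counts in the libraries of COL1-PC3* SFRP2* and 1, 2 and 6 in those of COL1-PC3, a log2 fold change of 2.26 (standard error 0.65, adjusted p = 0.0143 from edgeR's quasi-likelihood test). Reads of *TNXB* can also come from *TNXA*, a partial copy beside it. *VWF*, which encodes von Willebrand factor (ENSG00000110799, chromosome 12 from 5948877 to 6124770), had 9 counts in all of COL1-PC3* SFRP2* and 0 in COL1-PC3, which is 3.61-fold higher against a floor of 3 counts over the group (adjusted p = 0.0383 from the same test). This fold takes the 9 counts as exact, so it covers counting error in COL1-PC3 only. On CCP, *VWF* had 11 counts in CCP-PC3* SFRP2* and 0 in CCP-PC3, 3.79-fold higher against such a floor, and did not pass (adjusted p = 0.811 from the same test). *TNXB* did not pass without the second library of COL1-PC3 (adjusted p = 0.0515) or the third of COL1-PC3* SFRP2* (0.0529), with the GC correction, with or without the third of COL1-PC3* SFRP2*, or with the substituted library (0.00158 to 0.571 over 19 alternatives), and its log2 fold change was 2.94 without the third library of COL1-PC3. *VWF* on COL1 passed in 9 of 19 alternatives (0.0228 to 0.347) and missed the threshold without any 1 library of COL1-PC3, the third of CCP-PC3* SFRP2* or the third of COL1-PC3* SFRP2*, with the GC correction, with or without the last, with the replicate block, in the second alignment and with the substituted library. 

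**Figure D3:**
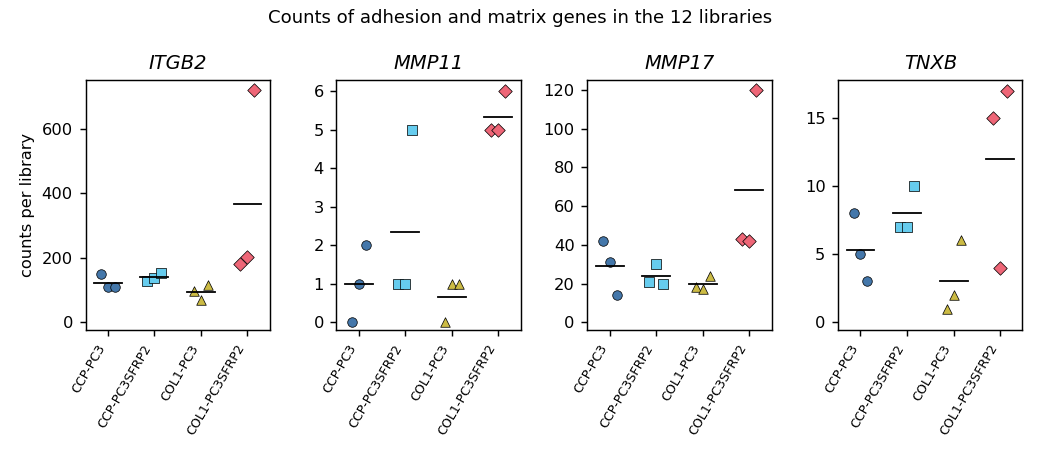
Counts of *ITGB2*, *MMP11*, *MMP17* and *TNXB* in each of the 12 libraries by group. The third library of COL1-PC3* SFRP2* holds 720 counts of *ITGB2*, where the others of its group hold 180 and 201, and *TNXB* has at most 17 counts in any library of COL1-PC3* SFRP2*.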

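*PTN*, the gene of the growth factor pleiotrophin (ENSG00000105894, chromosome 7 of GRCh38 from 137227341 to 137343774), had 9, 16 and 1 counts in the libraries of COL1-PC3* SFRP2* and 2 in all of COL1-PC3, a ratio of 15.6 (exact 95% interval 3.91 to 136; adjusted p = 0.0172 from edgeR's quasi-likelihood test). On CCP it had 15 counts in CCP-PC3* SFRP2* and 3 in CCP-PC3, a ratio of 5.17 (exact 95% interval 1.46 to 27.9), and did not pass (adjusted p = 1). *SPARC*, which encodes the matrix protein osteonectin (ENSG00000113140, chromosome 5 from 151661096 to 151686975), had 0, 2 and 24 counts in the libraries of COL1-PC3* SFRP2* and 0 in COL1-PC3, 10.4-fold higher against a floor of 3 counts over the group (adjusted p = 0.0203 from the same test). This fold takes the counts of COL1-PC3* SFRP2* as exact. Of the other groups, CCP-PC3 held 23 counts of *SPARC* and CCP-PC3* SFRP2* 1. *PTN* did not pass without the third library of COL1-PC3 (adjusted p = 0.0823), without the second library of COL1-PC3* SFRP2* (0.0741) or with the substituted library (0.000226 to 0.0855 over 19 alternatives). *SPARC* did not pass without the second or the third library of COL1-PC3 (0.0546 and 0.0747), without the third library of COL1-PC3* SFRP2* with or without the GC correction (0.246 and 0.204), in the second alignment or with the substituted library (0.00311 to 0.417 over 19 alternatives).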

As SFRP2 is a WNT signaling inhibitor, we specifically investigated the autocrine effect of SFRP2 on PC3 cells by WNT signaling-related gene set (GO:0016055). Interestingly, we did not observe a significant effect of SFRP2 overexpression on WNT signaling in PC3 when the cells were cultured on CCP surface (Table S1). 

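On CCP, 0 of 27 genes of WNT ligands and receptors, 0 of 20 genes of the intracellular WNT pathway and 0 of 15 WNT target genes differed between CCP-PC3* SFRP2* and CCP-PC3 at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 0 in each list with DESeq2. At an unadjusted p under 0.05, 4 ligand and receptor genes were higher and 1 lower, 0 and 0 intracellular genes, and 0 and 2 target genes. Adjusted over the list alone, the count was 0, 0 and 1, the last lower in CCP-PC3* SFRP2*. *DKK1*, a target gene that encodes a secreted WNT inhibitor (ENSG00000107984, chromosome 10 of GRCh38 from 52314281 to 52318042), was at 1512 ± 12.7 CPM (SD, n = 3) in CCP-PC3* SFRP2* and 1771 ± 109.5 CPM (SD, n = 3) in CCP-PC3, a log2 fold change of -0.23 (standard error 0.22, adjusted p = 1; 0.333 to 1 over 19 alternatives). By camera, the adjusted p was 0.512 for the ligands and receptors, 0.512 for the intracellular genes and 0.114 for the targets, whose median log2 fold change was -0.22. Without the third library of COL1-PC3* SFRP2* 1 gene of each list was lower, and with the substituted library 1 gene of the ligands and receptors.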

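*CTNNB1*, the gene of ß-catenin (ENSG00000168036, chromosome 3 of GRCh38 from 41194741 to 41260096), was at 158.5 ± 17.4 CPM (SD, n = 3) in COL1-PC3* SFRP2* and 124.6 ± 7.42 CPM (SD, n = 3) in COL1-PC3. Its log2 fold change was 0.35 (standard error 0.16) and did not pass in the fit of all 12 libraries (adjusted p = 0.0982 from edgeR's quasi-likelihood test). Of the 20 genes of the intracellular WNT pathway, 3 rose and 3 fell on COL1 (3 and 3 when adjusted over the list alone). *DVL1*, which encodes a dishevelled protein that relays the signal from the receptor, rose by a log2 fold change of 1.90 (standard error 0.26, adjusted p = 4e-04), as did *AXIN1*, a scaffold of the ß-catenin destruction complex, and *PYGO2*. The genes that fell, *GSK3B*, *BTRC* and *APC*, also belong to that complex or its ubiquitin ligase; *AXIN1*, *PYGO2*, *GSK3B*, *BTRC* and *APC* are named without values, and *PYGO2* and *APC* were chosen after their values were seen. Among the 15 WNT target genes 1 rose, *NKD2*, and 1 fell, *DKK1* (-1.27, standard error 0.23, adjusted p = 0.0012), with 0 and 1 when adjusted over the list alone. Camera called neither list (adjusted p = 0.366 and 0.828), and their members had a median GC content of 56.3% and 51.9%. *CTNNB1* passed with DESeq2 (adjusted p = 0.0117), without the third library of COL1-PC3* SFRP2* (0.0362), in the second alignment (0.0399) and with the GC correction (0.000254, log2 fold change 0.87; 2.35e-08 to 0.218 over 19 alternatives), and *DKK1* and *DVL1* did not with the substituted library (8.55e-09 to 0.0775 and 9.03e-11 to 0.111 over 19 alternatives). The intracellular genes that rose became 7 without the second and 5 without the third library of COL1-PC3* SFRP2*, 6 with DESeq2 and 0 with the substituted library (3 at an unadjusted p under 0.05), those that fell 1 without the third library of COL1-PC3 and 6 with the GC correction, and the targets that rose 0 without the second library of CCP-PC3* SFRP2*, any of COL1-PC3 or the third of COL1-PC3* SFRP2* and 2 without the second, with 3 that fell without the third.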

*CTNNB1* encoding ß-catenin, which is an essential marker of canonical WNT signaling, was differentially expressed between PC3 and PC3*^SFRP2^* on COL1-coated surface, but the Log2FoldChange was below the cut-off value ± ∣2∣ (Table S2). On the other hand, we found that WNT signaling-related genes such as *WNT4* and *WNT10B*, which are potential promoters of osteogenic differentiation [45,46], were significantly upregulated in COL1-PC3*^SFRP2^* in comparison to COL1-PC3 (Figure 2A′, Table S2). 

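*WNT10B*, a gene of a ligand of the ß-catenin pathway (ENSG00000169884, chromosome 12 of GRCh38 from 48965340 to 48971735), had 25, 21 and 15 counts in the libraries of COL1-PC3* SFRP2* and 6, 5 and 1 in those of COL1-PC3, a log2 fold change of 2.45 (standard error 0.55, adjusted p = 0.00384 from edgeR's quasi-likelihood test). *WNT4* (ENSG00000162552, chromosome 1 from 22117313 to 22143969) had 11, 14 and 63 counts against 7, 5 and 2, a log2 fold change of 2.89 (standard error 0.83, adjusted p = 0.0144). Of the 27 genes of WNT ligands and receptors, 7 rose and 3 fell on COL1 (7 and 3 when adjusted over the list alone). The receptor genes moved in both directions: *FZD2* rose by a log2 fold change of 1.26 (standard error 0.23, adjusted p = 0.00126), while *FZD6* fell (-1.63, standard error 0.31, adjusted p = 0.00175). *WNT5A*, the gene of a ligand that mainly acts without ß-catenin, fell as well (-0.98, standard error 0.25, adjusted p = 0.00767), and so did *FZD3*, named after its value was seen. Camera did not call the list (adjusted p = 0.202), and its members had a median GC content of 55.7%. *WNT4* did not pass without the third library of COL1-PC3 (adjusted p = 0.0829), without the third library of COL1-PC3* SFRP2* (0.0856, log2 fold change 1.46), with the GC correction, with or without that library, or with the substituted library (0.00279 to 0.549 over 19 alternatives), and in the second alignment, where it did not pass either, its 25 counts in the first 2 libraries of COL1-PC3* SFRP2* were 12. *WNT10B* (0.000306 to 0.157 over 19 alternatives; log2 fold change 1.83 without the third library of COL1-PC3), *FZD2* (3.13e-06 to 0.11) and *FZD6* (1.75e-08 to 0.194) did not pass with the substituted library, and *WNT5A* with neither that nor the GC correction (0.000713 to 0.555); of the list, 0 rose (5 at an unadjusted p under 0.05) and 1 fell with the substituted library, 3 and 3 with the GC correction, and 2 rose without the third library of COL1-PC3. 

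**Figure D4:**
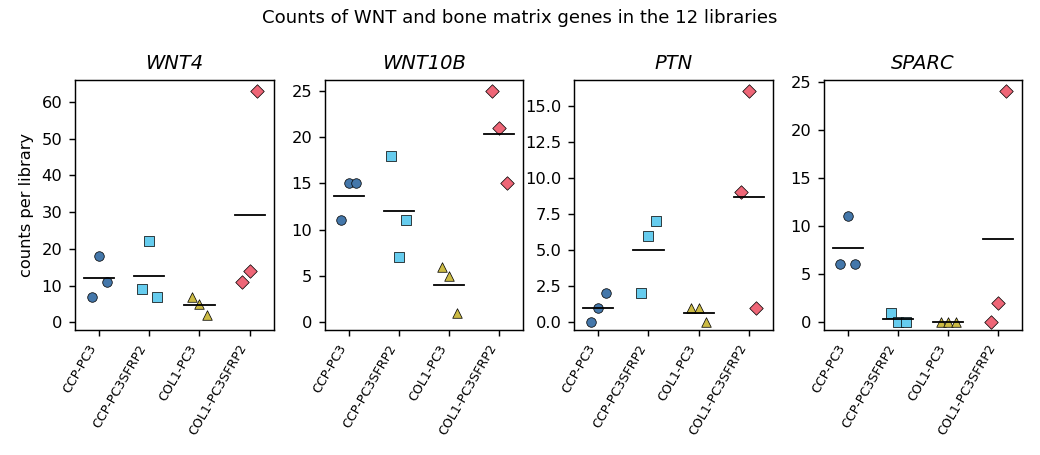
Counts of *WNT4*, *WNT10B*, *PTN* and *SPARC* in each of the 12 libraries by group. The third library of COL1-PC3* SFRP2* holds 63 counts of *WNT4* and 24 of *SPARC*, where the others of its group hold 11 and 14 of *WNT4* and 0 and 2 of *SPARC*.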

In summary, differential gene expression analysis genes indicated the upregulation of some WNT signaling-related genes responsible in the osteogenic lineage in COL1-PC3*^SFRP2^* cells when compared to COL1-PC3 cells.

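Between COL1-PC3 and CCP-PC3, 0 genes passed an adjusted p under 0.05 from edgeR's quasi-likelihood test, with 790 at an unadjusted p under 0.05. DESeq2 called 6 genes and limma voom with library weights 277. Among the 6 were *TAGLN*, which encodes transgelin, *MYL9*, a myosin light chain gene, and *ACTG2*, a smooth muscle actin gene. *TAGLN* (ENSG00000149591, chromosome 11 of GRCh38 from 117199370 to 117207464) was at 5.63 ± 1.02 CPM (SD, n = 3) in COL1-PC3 and 1.12 ± 0.0451 CPM (SD, n = 3) in CCP-PC3, a log2 fold change of 2.30 (standard error 0.37, adjusted p = 0.302 from edgeR's quasi-likelihood test and 0.000709 from DESeq2). The other genes of the 6 were *GPRC5A*, *LCN2* and *TUBB6*; apart from *TAGLN*, the 6 were chosen after their values were seen. Of the 33 gene lists, 0 had a member that passed, and camera called 1 list, the 75 genes of ribosomal proteins, with a median log2 fold change of 0.14 (adjusted p = 0.0047; adjusted p = 0.748 with an estimated correlation; 0 lists without the third library of CCP-PC3 and 4 without the first). Without the third library of COL1-PC3* SFRP2*, 38 genes passed between COL1-PC3 and CCP-PC3, *TAGLN* among them (adjusted p = 6.13e-05; 1.28e-06 to 1 over 19 alternatives), and with the GC correction *GPRC5A* and *LCN2* passed. With the substituted library *ACTG2*, *MYL9* and *IL6*, an inflammatory cytokine gene chosen after its value was seen, passed.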

PC3 cells cultured on CCP surface showed almost no COL1-dependent transcriptional adaptation when compared to PC3 on COL1 (Figure S1B, Table S3). In contrast, the expression of 451 genes were significantly changed in COL1-PC3*^SFRP2^* cells in comparison to CCP-PC3*^SFRP2^* cells (Figure S1B, Table S4).

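Between COL1-PC3* SFRP2* and CCP-PC3* SFRP2*, 7665 genes passed edgeR's quasi-likelihood test, 4057 higher and 3608 lower in COL1-PC3* SFRP2*, and 683 of them had a log2 fold change beyond 2 (342 higher, 341 lower). *CLDN3*, a tight junction gene (ENSG00000165215, chromosome 7 of GRCh38 from 73768997 to 73770270), was at 55.7 ± 51.0 CPM (SD, n = 3) in COL1-PC3* SFRP2* and 8.68 ± 0.170 CPM (SD, n = 3) in CCP-PC3* SFRP2*, a log2 fold change of 2.67 (standard error 0.48, adjusted p = 0.00105). The third library of COL1-PC3* SFRP2* had 574 counts of *CLDN3*, where the others of its group had 168 to 170. *PCLAF* fell by 3.57 on the log2 scale (adjusted p = 0.000136), and its log2 fold change was -3.8 to -1.2 over 19 alternatives. The size of this fall depends on the alignment: in the second alignment the 9 libraries of the other groups held 1021 counts of *PCLAF* in place of 5692. Here too the fold changes moved with GC content (Spearman correlation 0.851 across genes), and the median went from -1.25 in the genes with the lowest GC content to 1.47 in those with the highest. The GC correction left 3370 genes called, 2114 of them shared with the 7665, and 158 beyond a log2 fold change of 2, which was 275 without the third and 1465 without the second library of COL1-PC3* SFRP2*; without the third library *CLDN3* had a log2 fold change of 1.60. With the substituted library 4 genes passed, *TAGLN*, *ACTG2* and *MYL9* and the keratin gene *KRT34*, the last 3 chosen after their values were seen, while *CLDN3* (adjusted p = 0.189; 3.05e-07 to 0.189 over 19 alternatives) and *PCLAF* (0.308; 4.51e-19 to 0.308) did not.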

Furthermore, by directly comparing DEGs in all groups using a Venn diagram, we observed that COL1-PC3*^SFRP2^* cells have the highest number of significantly upregulated (Figure 2B) and downregulated (Figure S1C) genes when compared to all other groups. In addition, a principal component analysis (PCA) also showed that the surface induced only negligible transcriptional changes in PC3 cells, in contrast to PC3*^SFRP2^* cells that were cultured on COL1, as COL1-PC3*^SFRP2^* showed a clear shift of the PCA cluster in comparison to CCP-PC3*^SFRP2^*.

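Of the genes called between COL1-PC3* SFRP2* and COL1-PC3 and between COL1-PC3* SFRP2* and CCP-PC3* SFRP2*, 3147 were higher and 2891 lower in COL1-PC3* SFRP2* in both comparisons. Among the genes lower in both was *PCLAF*, and among the genes higher in both was *ISG15*, which encodes a ubiquitin-like protein induced by interferon. The size of the fall of *PCLAF* depended on the alignment. Independent lists of these sizes would share 733 and 616 genes, a value that leaves out the libraries of COL1-PC3* SFRP2* that both comparisons use. In 10 simulations with the same mean of a gene in all groups, at most 0 genes higher and 0 genes lower were shared. Groups without changed genes give few calls to share, so the setting itself leads to a low count. The simulated libraries carry no trend with GC content, so they do not show what the libraries of COL1-PC3* SFRP2* bring to both comparisons. Across genes the fold changes of the comparisons correlated at r = 0.95, against 0.508 in the simulations, and their covariance was 0.915 against 0.0415. The 3 libraries of COL1-PC3* SFRP2* are too few to split, and part of the excess may come from them. With the substituted library 223 genes passed between COL1-PC3* SFRP2* and COL1-PC3 and 4 between COL1-PC3* SFRP2* and CCP-PC3* SFRP2*. *PCLAF* passed in neither (adjusted p = 0.158 and 0.308 from edgeR's quasi-likelihood test). Without the third library of COL1-PC3* SFRP2*, 6931 and 7391 genes passed in these comparisons, and *PCLAF* passed in both. Of these genes, 6222 and 6806 were called in the same direction in the fit of all 12 libraries. The overlap was counted in neither setting, but these calls bound it. With the substituted library, 4 genes were higher and 0 lower in COL1-PC3* SFRP2* than in CCP-PC3* SFRP2*. At most 4 higher and 0 lower genes can then be shared, against 3147 and 2891, so the overlap depended on that substitution. With the library left out, 6222 of 7157 and 6806 of 7665 calls were kept. Most of the shared genes, higher and lower taken together, therefore stay shared in that setting.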

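On the first principal component of the 500 most variable genes (85.6% of their variance), the libraries of COL1-PC3* SFRP2* stood at 22.3, 16.1 and 63.2 and the other 9 libraries between -18.3 and -5.02. Libraries of COL1-PC3 and CCP-PC3 overlapped in that range. The second component (8.56%) separated the cell types, with the PC3 libraries between -7.14 and -3.79 and those of PC3* SFRP2* between 7.07 and 8.89, apart from the third library of COL1-PC3* SFRP2* at -8.12. That library had 123 CPM of *COL2A1*, the type II collagen gene, 28200 CPM of *SFRP2*, 10115 CPM of *GAPDH* and 14.1 CPM of *MALAT1*, a nuclear non-coding RNA. The gap between the means of COL1-PC3* SFRP2* and of CCP-PC3* SFRP2* on the first component was 43.2, against 26.7 without the third library of COL1-PC3* SFRP2* and 17.2 with the substituted library; no test applies to these distances. The substituted library itself stood at -1.55 on the first component of that set, below the libraries of CCP-PC3* SFRP2* (-1.21 to -0.217), where the others of COL1-PC3* SFRP2* stood at 28.5 and 22.9. 

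**Figure D5:**
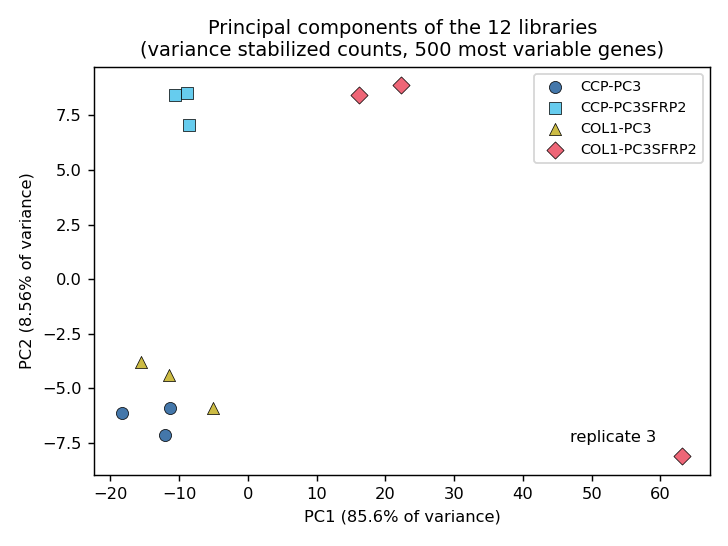
First and second principal components of the 12 libraries after the variance stabilizing transformation (500 most variable genes; 85.6% and 8.56% of their variance). The libraries of COL1-PC3* SFRP2* lie at 22.3, 16.1 and 63.2 on the first component, to the right of all others.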

### 3.3. SFRP2 Overexpression Leads to Osteotropic-like PC3 Cells on the COL1 Surface

To analyze the intrinsic effect of the 453 significant DEGs on the COL1 surface due to SFRP2 overexpression (Table S2), we first performed a gene ontology (GO) enrichment analysis to detect the corresponding biological process that may contribute to the metastasis process (Figure 3A). 

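Of 38 genes of cell adhesion, 18 rose and 2 fell in COL1-PC3* SFRP2* against COL1-PC3 at an adjusted p under 0.05 from edgeR's quasi-likelihood test (20 and 2 when adjusted over the list alone). *LAMB3*, which encodes a laminin chain, rose by a log2 fold change of 1.46 (standard error 0.18, adjusted p = 0.000235) and *MCAM*, an adhesion molecule of melanoma and endothelial cells, by 1.14 (standard error 0.17, adjusted p = 0.000656). *PCDHB2*, a protocadherin gene, fell (-3.53, standard error 0.44, adjusted p = 0.000256), as did *F11R*, a tight junction gene named after its value was seen. The median log2 fold change of the adhesion genes was 0.77, and camera placed them above other genes (adjusted p = 0.00799; adjusted p = 0.391 with an estimated correlation). Of 35 genes of axon guidance cues and receptors, which also steer cell migration, 19 rose and 4 fell (19 and 4 when adjusted over the list alone). *EPHB2*, an ephrin receptor gene, rose by a log2 fold change of 1.70 (standard error 0.25, adjusted p = 0.000494) and *SEMA7A*, a semaphorin gene, by 1.18 (standard error 0.19, adjusted p = 0.000739). *SEMA3C*, another semaphorin gene, fell (-1.44, standard error 0.26, adjusted p = 0.00121), with *EFNB2*, *SEMA3A* and *NRP1* the others that fell. Their median was 1.00, and camera gave an adjusted p of 0.0192 (adjusted p = 0.391 with an estimated correlation). The members had a median GC content of 54.1% for adhesion and 60.2% for axon guidance. With the GC correction 6 adhesion genes rose and 4 fell, 3 axon guidance genes rose and 3 fell, camera gave adjusted p of 0.642 and 0.806, and *SEMA7A* (2.54e-09 to 0.347 over 19 alternatives) and *SEMA3C* (5.63e-06 to 0.564) did not pass. Without the second or the third library of COL1-PC3, 11 and 10 adhesion genes and 11 and 11 axon guidance genes rose, without the second of COL1-PC3* SFRP2* 4 adhesion genes fell, and with the substituted library 1 adhesion gene rose, *CDH15*, and 0 axon guidance genes did (5 higher and 5 lower at an unadjusted p under 0.05, against 20 and 4 without the substitution), with *LAMB3* (1.9e-14 to 0.0572 over 19 alternatives), *MCAM* (1.1e-10 to 0.138), *PCDHB2* (7.52e-10 to 0.137) and *EPHB2* (4.28e-08 to 0.0902) past the threshold in all settings but this one.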

When we examined the top 20 significantly upregulated biological process in COL1-PC3 and COL1-PC3*^SFRP2^*, we found that *SFRP2* overexpression causes a significant upregulation of genes that are associated with “Cell morphogenesis involved in differentiation”, indicating a possible EMT required for cancer metastasis, as well as with “Biological Adhesion” and “Cell Adhesion”, which may be required for osteotropic relocation of metastatic prostate cancer cells. The increase in “Taxis”- and “Locomotion”-related gene expression also supports the hypothesis that SFRP2 is involved in the relocation property of PC3 cells.

### 3.4. SFRP2 Overexpression Alters the Transcriptome of PC3 Cells towards an Osteoblast-like Phenotype on the COL1 Surface

Osteomimicry of metastatic cancer cells is defined by a molecular and phenotypic transition towards osteoblast-like cells in the bone environment. Therefore, we specifically evaluated genes that are involved in osteoblast differentiation (GO:0001649) within each experimental group. 

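Of 18 genes of the osteoblast lineage and bone matrix, fixed as a list independent of the heatmap's genes, 6 rose and 2 fell in COL1-PC3* SFRP2* against COL1-PC3 at an adjusted p under 0.05 from edgeR's quasi-likelihood test (6 and 2 when adjusted over the list alone). *FAM20C*, the gene of the kinase that phosphorylates secreted proteins of bone and teeth, was at 66.8 ± 14.7 CPM (SD, n = 3) against 18.3 ± 2.31 CPM (SD, n = 3), a log2 fold change of 1.87 (standard error 0.21, adjusted p = 1e-04). *DLX3*, a homeobox gene of osteoblast differentiation, was at 4.06 ± 1.11 CPM (SD, n = 3) against 0.637 ± 0.308 CPM (SD, n = 3), a log2 fold change of 2.67 (standard error 0.53, adjusted p = 0.00207). *ATF4*, a transcription factor of osteoblasts and of the stress response, rose by a log2 fold change of 0.95 (standard error 0.17, adjusted p = 0.00105). The other genes that rose were *PTN*, *SPARC* and *DLX5*. The collagen gene *COL5A2* fell (-1.13, standard error 0.20, adjusted p = 0.00106), as did *TNFRSF11B*, the gene of osteoprotegerin; *DLX5* and *TNFRSF11B* were chosen after their values were seen. Camera did not call the list (median log2 fold change 0.49, adjusted p = 0.104), and its members had a median GC content of 50.2%. On CCP 0 of the 18 genes passed (2 higher and 3 lower at an unadjusted p under 0.05, 1 and 1 with DESeq2, 1 higher without the second and 1 higher and 2 lower without the third library of COL1-PC3* SFRP2*). With the GC correction *FAM20C*, *DLX3*, *PTN* and *SPARC* rose and 1 gene, *COL5A2*, fell, but *ATF4* did not pass (adjusted p = 0.168; 1.65e-09 to 0.187 over 19 alternatives). With the substituted library *FAM20C* alone rose (adjusted p = 0.00353; 4.79e-16 to 0.0212 over 19 alternatives), while *DLX3* (0.135; 3.77e-05 to 0.135) and *COL5A2* (0.0807; 7.52e-10 to 0.0807) did not pass.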

Interestingly, our analysis showed that, similar to the PCA (Figure 2C), COL1-PC3*^SFRP2^* is characterized by a unique cluster of osteoblast differentiation-related genes, when compared to all other groups (Figure 3B). Specifically, even though SFRP2 is accepted as a negative regulator of WNT signaling [47], SFRP2 overexpression leads to a COL1-dependent increase in *WNT4* and *WNT10B,* as well as *CTNNB1* (ß-catenin) expression (Figure 3B). 

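Between COL1-PC3* SFRP2* and CCP-PC3* SFRP2*, *WNT10B* rose by a log2 fold change of 1.25 (standard error 0.47, adjusted p = 0.0485 from edgeR's quasi-likelihood test). *WNT4* had a log2 fold change of 1.78 (standard error 0.72, adjusted p = 0.0635) and *CTNNB1* one of 0.13 (standard error 0.16, adjusted p = 0.551), which did not pass. The difference between the effect of *SFRP2* on COL1 and on CCP passed for *WNT10B*, at a log2 of 2.69 (standard error 0.75, adjusted p = 0.047), but not for *WNT4*, at 2.84 (standard error 1.16, adjusted p = 0.116), or *CTNNB1*, at 0.42 (standard error 0.22, adjusted p = 0.206). For *WNT10B* the rise passed in 6 of 19 alternatives (adjusted p = 0.0214 to 0.777) and the difference in 7 of 19 (0.00526 to 0.757): both missed the threshold without any 1 library of CCP-PC3 or CCP-PC3* SFRP2*, without the second of COL1-PC3 or the first of COL1-PC3* SFRP2*, with the GC correction, with the replicate block and with the substituted library, the rise also without the second of COL1-PC3* SFRP2* and with the GC correction without the third of COL1-PC3* SFRP2*, and the difference without the third of COL1-PC3. The rise of *WNT4* passed with DESeq2 and without the second library of CCP-PC3* SFRP2* or the first or second of COL1-PC3* SFRP2* (0.0232 to 0.954 over 19 alternatives), its difference without the second library of COL1-PC3* SFRP2* (0.0429 to 0.899), and *CTNNB1* passed in both with the GC correction, with or without the third library of COL1-PC3* SFRP2* (4.02e-05 to 0.99 and 3.2e-05 to 0.757). The log2 fold change of *WNT4* over CCP-PC3* SFRP2* turned to -0.63 in the second alignment. It was also negative with the substituted library and with the GC correction without the third library of COL1-PC3* SFRP2*.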

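*BMP4*, which encodes a bone morphogenetic protein (ENSG00000125378, chromosome 14 of GRCh38 from 53949736 to 53958761), was at 31.1 ± 1.59 CPM (SD, n = 3) in COL1-PC3* SFRP2*, 23.0 ± 1.42 CPM (SD, n = 3) in COL1-PC3, 20.8 ± 2.81 CPM (SD, n = 3) in CCP-PC3* SFRP2* and 22.8 ± 1.31 CPM (SD, n = 3) in CCP-PC3. Each library of COL1-PC3* SFRP2* lay above each library of the other groups. Against CCP-PC3* SFRP2*, *BMP4* rose by a log2 fold change of 0.58 (standard error 0.18, adjusted p = 0.0187 from edgeR's quasi-likelihood test), while against COL1-PC3 its log2 fold change of 0.43 did not pass (standard error 0.18, adjusted p = 0.0727). The difference between the effect of *SFRP2* on COL1 and on CCP was 0.56 and did not pass (standard error 0.25, adjusted p = 0.147; 0.0565 to 0.963 over 19 alternatives). The rise over CCP-PC3* SFRP2* did not pass without the second or the third library of CCP-PC3* SFRP2*, without the first of COL1-PC3* SFRP2*, with the GC correction, where the log2 fold change was -0.05, with that correction and without the third library, or with the substituted library (0.00178 to 0.873 over 19 alternatives). Against COL1-PC3 it passed with DESeq2 (adjusted p = 0.0172) and without the third library of COL1-PC3* SFRP2* (0.0297), and the log2 fold change was -0.04 with the GC correction (0.0172 to 0.891 over 19 alternatives).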

Besides the specific WNT proteins that can promote osteoblast differentiation, COL1-PC3*^SFRP2^* cells also showed an increased expression of *BMP4* in comparison to all other groups*,* which is one of the most important osteoblastic lineage markers [48]. It is also known that prostate cancer cells secreting higher levels of BMP4 exhibit enhanced bone formation in vivo [49]. In addition, downregulation of the BMP receptors *BMPR1A*, *BMPR1B*, and *BMPPR2* in COL1-PC3*^SFRP2^* suggests that the secreted BMPs might be not utilized by the cancer cells in an autocrine manner.

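*BMPR1A*, *BMPR1B* and *BMPR2* all fell in COL1-PC3* SFRP2* against COL1-PC3. *BMPR1B* (ENSG00000138696, chromosome 4 of GRCh38 from 94757955 to 95158448) was at 2.70 ± 0.217 CPM (SD, n = 3) against 8.97 ± 2.68 CPM (SD, n = 3), a log2 fold change of -1.75 (standard error 0.28, adjusted p = 0.000741 from edgeR's quasi-likelihood test). *BMPR2* (ENSG00000204217, chromosome 2 from 202376327 to 202567751) was at 31.7 ± 14.0 CPM (SD, n = 3) against 85.7 ± 7.69 CPM (SD, n = 3), a log2 fold change of -1.43 (standard error 0.27, adjusted p = 0.00152). *BMPR1A* (ENSG00000107779, chromosome 10 from 86756596 to 86932825), which has processed pseudogenes, was at 7.60 ± 2.02 CPM (SD, n = 3) against 17.9 ± 1.95 CPM (SD, n = 3), a log2 fold change of -1.23 (standard error 0.23, adjusted p = 0.00141). Of 23 genes of the BMP pathway, 2 rose and 7 fell (2 and 7 when adjusted over the list alone); *ID1*, a target gene of BMP signaling, rose by a log2 fold change of 1.25 (standard error 0.23, adjusted p = 0.00138), as did *ID3*, named after its value was seen. The other genes that fell were *TWSG1*, *ACVR2A*, *SMAD5* and *SMAD4*, which belong to BMP ligand binding, receptors and signal transduction. Camera did not call the list (median log2 fold change -0.44, adjusted p = 0.0795), and the median GC content of its members was 43.2%. For *BMPR2* the effect of *SFRP2* also differed between the surfaces (difference in log2 fold change -1.51, standard error 0.37, adjusted p = 0.0393), while for *BMPR1A* (-0.99, adjusted p = 0.0599) and *BMPR1B* (-1.16, adjusted p = 0.0645) the difference did not pass. The difference of *BMPR2* passed in 9 of 19 alternatives (2.5e-05 to 0.757), 0 of them without a library of CCP-PC3 or CCP-PC3* SFRP2*, the second or the third of COL1-PC3, with the replicate block or with the substituted library, while those of *BMPR1A* (0.00808 to 0.893) and *BMPR1B* (0.0261 to 0.832) passed with DESeq2, in the second alignment and without the second or the third library of COL1-PC3* SFRP2*. With the GC correction *BMPR1A* (adjusted p = 0.28) and *BMPR1B* (0.114) no longer passed between COL1-PC3* SFRP2* and COL1-PC3, with the substituted library *BMPR1A* (0.388), *BMPR2* (0.152) and *ID1* (0.231) did not (over 19 alternatives 5.61e-06 to 0.388 for *BMPR1A*, 5.25e-06 to 0.114 for *BMPR1B*, 1.66e-07 to 0.152 for *BMPR2* and 1.41e-06 to 0.231 for *ID1*), and 1 gene of the list rose without the third library of COL1-PC3 or the first of COL1-PC3* SFRP2*.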

### 3.5. SFRP2 Overexpression Induces COL1-Dependent EMT in PC3 Cells

“Cell morphogenesis involved in differentiation” (GO:0010770) is defined as a change in cell size and shape due to the differentiation process [50,51]. EMT is a crucial morphology-altering step for all primary cancer cells in early metastasis [52]. As our GO analysis results indicated that SFRP2 significantly increases the expression of cell morphogenesis-related genes in PC3*^SFRP2^* cells cultured on a COL1 surface (Figure 3A), we evaluated SFRP2-dependent changes of cell area and aspect ratio of PC3 and PC3*^SFRP2^* cells on both surfaces in vitro.

PC3 and PC3*^SFRP2^* cells did not show any differences in volume (Figure 4A, FSC-A) or granularity (Figure 4A, SSC-A) in suspension. However, while PC3 cells that were cultured on a CCP surface revealed the typical epithelial morphology, CCP-PC3*^SFRP2^* showed a more roundish morphology (Figure 4B). In contrast, we observed that both cell types adopted an elongated cell morphology and increased cell area when cultured on COL1 (Figure 4B′). COL1 surface significantly increases the cell area in both cell types in a SFRP2-independent manner (Figure 4C). Intriguingly, COL1-PC3*^SFRP2^* displayed significant cell elongation when compared to COL1-PC3 controls (Figure 4D). Furthermore, culturing PC3*^SFRP2^* cell on COL1 led to a significant increase in cellular elongation in comparison to CCP-PC3*^SFRP2^*.

This significant increase in the aspect ratio of PC3*^SFRP2^* cells in comparison to native PC3 cells suggested that phenotypical EMT only occurs on the COL1 surface in a SFRP2-dependent manner (Figure 4D). 

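*TGFB1*, which encodes transforming growth factor beta 1 (ENSG00000105329, chromosome 19 of GRCh38 from 41301587 to 41353922), was at 143.5 ± 80.3 CPM (SD, n = 3) in COL1-PC3* SFRP2* and 48.1 ± 2.95 CPM (SD, n = 3) in CCP-PC3* SFRP2*, a log2 fold change of 1.57 (standard error 0.32, adjusted p = 0.00202 from edgeR's quasi-likelihood test). *FBLN1*, the gene of the matrix protein fibulin 1 (ENSG00000077942, chromosome 22 from 45502238 to 45601135), had 161, 174 and 499 counts against 155, 123 and 128, a log2 fold change of 1.64 (standard error 0.42, adjusted p = 0.00674). *FBLN2* (ENSG00000163520, chromosome 3 from 13549125 to 13638422) had 3 counts in all of COL1-PC3* SFRP2* and 2 in CCP-PC3* SFRP2*, at the detection limit, and did not pass (adjusted p = 0.636). Against COL1-PC3, *TGFB1* rose by a log2 fold change of 1.04 (standard error 0.32, adjusted p = 0.0194), while *FBLN1* had one of 1.05 and did not pass (standard error 0.41, adjusted p = 0.0598). Of the 29 genes of Table S5, which the study chose on these samples, 24 rose and 0 fell against CCP-PC3* SFRP2*, with a median log2 fold change of 1.53. Adjusted over the list alone 25 rose, which is no independent evidence of their direction, and 0 were lower at an unadjusted p under 0.05 and 0 with DESeq2. Of 25 mesenchymal genes on a list fixed independently, 5 rose and 1 fell (5 and 1 when adjusted over the list alone). *TAGLN* rose by a log2 fold change of 2.30 (adjusted p = 0.000549). In control cells, between COL1-PC3 and CCP-PC3, *TAGLN* also had a log2 fold change of 2.30 (standard error 0.37, adjusted p = 0.302 from edgeR's quasi-likelihood test and 0.000709 from DESeq2). Its rise on COL1 was thus not particular to PC3* SFRP2*. *TGFB1*, *FBLN1* and *S100A4* were among the others that rose, while *CDH11*, chosen after its value was seen, fell. Of 24 epithelial genes, 16 rose and 3 fell (17 and 4 when adjusted over the list alone), with a median of 1.38, *KRT8* at a log2 fold change of 1.69 (adjusted p = 0.000495) and *CLDN7* and *CRB3* among those that rose, and *CLDN1*, *ESRP1* and *OCLN* the genes that fell. Camera placed the epithelial list above other genes (adjusted p = 0.00388; adjusted p = 0.517 with an estimated correlation) and not the mesenchymal list (adjusted p = 0.438), and the median GC content was 56.2% and 52.2%.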

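The rise of *TGFB1* and *FBLN1* over CCP-PC3* SFRP2* did not pass edgeR's quasi-likelihood test with the GC correction, with or without the third library of COL1-PC3* SFRP2*, or with the substituted library (adjusted p = 5.65e-05 to 0.745 and 0.000989 to 0.894 over 19 alternatives). Without the third library the log2 fold changes over CCP-PC3* SFRP2* were 1.04 for *TGFB1* and 0.69 for *FBLN1*. The rise of *TGFB1* over COL1-PC3 did not pass without the second or the third library of COL1-PC3 (0.0697 and 0.0978), without the third library of COL1-PC3* SFRP2* (0.075, log2 fold change 0.52), with the GC correction, where the log2 fold change was -0.14, with that correction and without the third library, in the second alignment or with the substituted library (0.00103 to 0.702 over 19 alternatives). *FBLN1* passed over COL1-PC3 with DESeq2 and without the first or second library of COL1-PC3* SFRP2* (0.0103 to 0.919 over 19 alternatives). Its log2 fold change over COL1-PC3 was -0.39 with the GC correction and without the third library, and also negative with the substituted library. With the GC correction 10 genes of Table S5, 6 epithelial and 2 mesenchymal genes rose over CCP-PC3* SFRP2*. With the substituted library 0 genes of Table S5 and 0 epithelial genes rose (20 and 10 at an unadjusted p under 0.05), and 1 mesenchymal gene did, *TAGLN* (adjusted p = 0.0387; 8.07e-09 to 0.0387 over 19 alternatives), while *KRT8* did not (0.104; 1.09e-11 to 0.104). The mesenchymal genes that fell were 0 without the third library of CCP-PC3* SFRP2*, 5 without the second and 3 without the third library of COL1-PC3* SFRP2*.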

To strengthen this finding on a transcriptional level, we matched the genes that are significantly upregulated in COL1-PC3*^SFRP2^* and CCP-PC3*^SFRP2^* cells with hallmark gene sets for EMT (Figure 4E and Figure S1D) and identified that 29 genes were upregulated related to Hallmark: EMT in COL1-PC3*^SFRP2^*, including *FBLN1, FBLN2,* and *TGFB1*, when compared to CCP-PC3*^SFRP2^* (Table S5). Taken together, high expression of SFRP2 in PC3 cells positively regulates essential EMT-related genes and therewith promotes cell elongation in a COL1-dependent manner.

### 3.6. SFRP2 Overexpression Impedes the Reduction of Proliferation of PC3 Cells on COL1

Besides EMT, increased proliferation and metabolism inside the bone metastatic site, without being recognized by immune cells, is an additional crucial adaptation of cancer cells in early metastasis [53,54]. Therefore, proliferation was assessed by a cumulative population doubling, as well as a colony formation (CFU) assay.

Interestingly, while COL1-PC3 cells proliferate significantly slower, when compared to CCP-PC3 cells, the proliferation of PC3*^SFRP2^* cells was not changed when seeded on COL1 (Figure 5A,B).

Similarly, the COL1 surface significantly reduced the CFU efficiency in each group when compared to CCP-PC3 (Figure 5C). Interestingly, the lowest CFU efficiency was observed in COL1-PC3*^SFRP2^*, which also supported potential EMT on COL1, as EMT causes loss of intercellular adhesion [55].

Moreover, the lower CFU efficiency, but similar proliferation rate between PC3 and PC3*^SFRP2^* in each condition, was accompanied with a strong reduction of cellular metabolism in NCCPunc-PC3*^SFRP2^* cells compared to CCP-PC3. However, the difference was no longer significant when cells were cultured on the COL1 surface.

### 3.7. SFRP2 Overexpression Enhances COL1-Dependent Migration, Invasion, and Metabolic Activity of PC3 Cells

After cancer cells leave the primary site, their biochemical adaption to migrate, invade, and adhere to the target side are crucial to complete early metastasis. The secreted proteins might help us to define the migration of cancer cells and the location of metastasis [56]. Our GO pathways analysis (Figure 3A) shows that SFRP2 overexpression enhances cell adhesion, taxis, and locomotion of PC3 cells when cultured on COL1 surface. These findings suggest that SFRP2 may contribute to the osteotropism of metastatic prostate cancer cells. To validate our bioinformatics analysis, we investigated random migration, invasion through a COL1 matrix, and adherence of PC3 and PC3*^SFRP2^* cells on COL1 and CCP surfaces.

Interestingly, random migration assay demonstrated that the velocity of PC3 and PC3*^SFRP2^* cells was not significantly different on the same surface, but COL1-PC3 cells had a significantly faster random migration when compared to CCP surface (Figure 6A). In contrast, when cells had to migrate through a COL1 matrix, we counted significantly more PC3*^SFRP2^* cells in the lower compartment in comparison to PC3 cells (Figure 6B). Evaluation of cell attachment revealed that significantly more PC3*^SFRP2^* cells adhered after 2 h on CCP when compared to CCP-PC3. However, this effect was not significant between COL1-PC3 and COL1-PC3*^SFRP2^* (Figure 6C).

## 4. Discussion

This manuscript attempts to provide new information on mechanisms in the process of prostate cancer bone metastasis. After prostate cancer cells leave the primary site, demethylation of the *SFRP2* promoter likely drives cancer cells towards bone to eventually metastasize. Osteomimicry is a key element of cancer cell survival during early metastasis [57], and SFRP2 may be one of the crucial molecular players that modulates cancer cells and their environment to increase their adaptation to evade the immune response (Figure 7). In this study, we aimed to find a potential solution to intervene in the process of metastasis before aggressive late metastasis, when the balance of bone formation and resorption is disturbed, and additional biochemical mechanisms are involved [58]. Evasion of osteomimicry property of cancer cells by inhibiting SFRP2 is a possible mechanism to suppress bone metastasis. Moreover, SFRP2 might be a potential molecular candidate to detect bone metastasis in prostate cancer patients before fatal outcomes develop.

Our observations suggested that SFRP2 alters the transcriptome and therewith alters cancer- and bone-related biological properties of PC3 cells when seeded on the bone environment-mimicking Collagen 1 surface. The results of differential gene expression analysis and in vitro experiments implicate that SFRP2 is one of the key elements leading to the adaptation of cancer cells in the metastatic bone microenvironment (Figure 7). Collagen 1-driven phenotypical change in PC3*^SFRP2^* cells towards a mesenchymal cell may help to understand the unclear mechanisms of osteomimicry. The great similarities between metastatic prostate cancer cells and osteoblasts support tumor cell survival in the bone microenvironment [53]. Deciphering such bone adaptation mechanisms of prostate cancer cells may result in the identification of novel therapeutic targets. The isolation of a specific, highly aggressive cancer cell subpopulations could contribute to the understanding of the entire metastatic pathway. In particular, the identification of molecular markers that cause EMT [58] and support osteomimicry of primary tumor cells may be a promising approach to interfere with early prostate cancer metastasis.

By analyzing significantly differentially expressed genes between COL1-PC3 and COL1-PC3*^SFPR2^* cells, we found the up-regulation of the *Osteonectin* (*SPARC*) gene, which encodes an abundant non-collagenous protein of bone ECM [59] in COL1-PC3*^SFPR2^* cells. Prostate cancer cells are known to secrete a high level of SPARC protein when they are in the dormant stage of early bone metastasis [60]. The secretion of additional bone-related proteins in the bone microenvironment may allow cancer cells to settle, adapt, and survive more easily during metastatic progression. In accordance, COL1-PC3*^SFPR2^* cells had a high expression of *Pleiotrophin* (*Osteoblast Specific Factor-1*, *PTN*), which is considered as a poor prognosis marker in prostate cancer patients with bone metastasis [61], but it is generally known as a secreted growth factor produced by osteoblasts during early osteogenic differentiation and angiogenesis [62].

For the survival of the cells during metastasis extravasation and colonization, the cancer cells must regain their adhesion properties to the ECM after leaving the circulation, and the secretion of specific adhesion molecules could guide cancer cells towards the target site. Therefore, upregulation of adhesion-related genes might be a possible indication of osteotropism, which may be triggered by the demethylation of the *SFRP2* gene. Increased expression of *TNXB* (*Tenascin XB*) and *VWF* (*Von Willebrand Factor*) are both accepted as promising bone metastasis-related markers [63] (Figure 2A′, Table S2) It is known that *TNXB* deficiency also causes significant bone loss in mice due to increase in osteoclasts [41], thus, the upregulation of *TNXB* triggered by SFRP2 overexpression in our in vitro study may also lead to reduced osteoclastogenesis in vivo, therefore further increasing bone formation (Table S2). Furthermore, it was previously shown that *MMP11* upregulation is correlated to a poor prognosis of prostate cancer, and it is highly expressed in bone metastasis [64]. Furthermore, *Osteopontin* (*OPN*), a crucial ECM protein in the bone metastasis process [65], is a substrate of MMP17 [66]. Taken together, the increased expression of genes that are associated with bone formation in COL1-PC3*^SFRP2^* underlines osteomimicry in early and late metastatic stages.

While several studies suggest a role of SFRP2 in WNT signaling, our gene expression data showed that SFRP2 overexpression did not cause a reduction of WNT signaling, neither on CCP nor COL1-coated surfaces, yet it increases WNT related ligands expression as *WNT4* and *WNT10B*.

As our data indicate that SFRP2 causes a molecular and phenotypical switch of PC3 cancer cells towards more osteoblast-like cells, these novel findings may help to monitor the osteotropic activity of metastatic prostate cancer cells in all phases of bone metastasis. After cancer cells enter the circulation to metastasize, osteotropic activity of prostate cancer cells could be detected by elevated serum SFRP2 levels in patients, similar to breast cancer patients with a poor prognosis [23]. Therefore, the regular analysis of SFRP2 serum levels after the first diagnosis of prostate cancer can be a solution to identify potential metastasizes in an early stage. However, further experiments will be needed to demonstrate demethylation of *SFRP2* in primary and metastatic cancer tissues and to confirm elevated SFRP2 serum levels to detect the type and location of the early bone metastasis of prostate cancers. Furthermore, besides SFRP2 function to upregulate osteoblast-related gene expression, its effect on osteogenic differentiation must be verified by in vitro mesenchymal stem cell differentiation assays to understand the influence of SFRP2 in late bone metastasis.

## Figures and Tables

**Figure 1:**
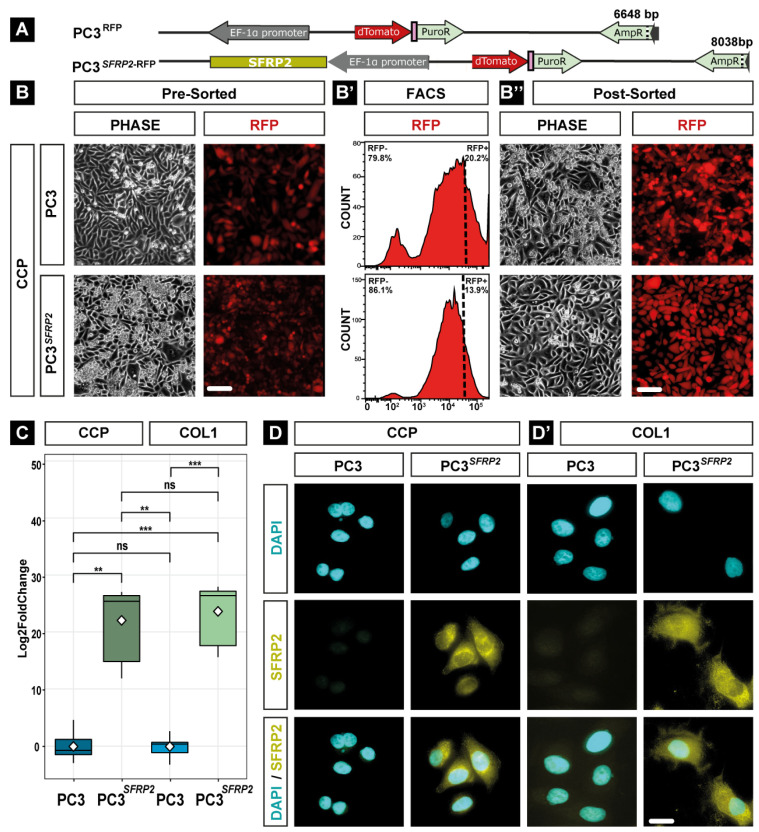
Generation and analysis of PC3 cells stably overexpressing SFRP2. The bicistronic expression plasmid contained either the coding sequences of *RFP* and puromycin for control cells (PC3*^RFP^*) or an additional coding sequence for human *SFRP2* (PC3*^SFRP2; RFP^*, **A**). Stably transfected cells were selected with puromycin for 14 days (**B**) and then enriched for high RFP fluorescence by FACS (**B′**), resulting in homogenous bright PC3 cell populations (**B″**). qPCR validated a significantly higher *SFRP2* expression in PC3*^SFRP2^*, when compared to PC3 cells, which was not affected by surface conditions (**C**). In addition, ICC against SFRP2 shows high expression of SFRP2 in the whole cytoplasm of PC3*^SFRP2^* cells compared to the controls, independent of the surface (**D**,**D′**). Significance level **: *p* ≤ 0.001, ***: *p* ≤ 0.001, ns: not significant. Scale bars: B/B″: 100 µm, D/D′: 10 µm.

**Figure 2:**
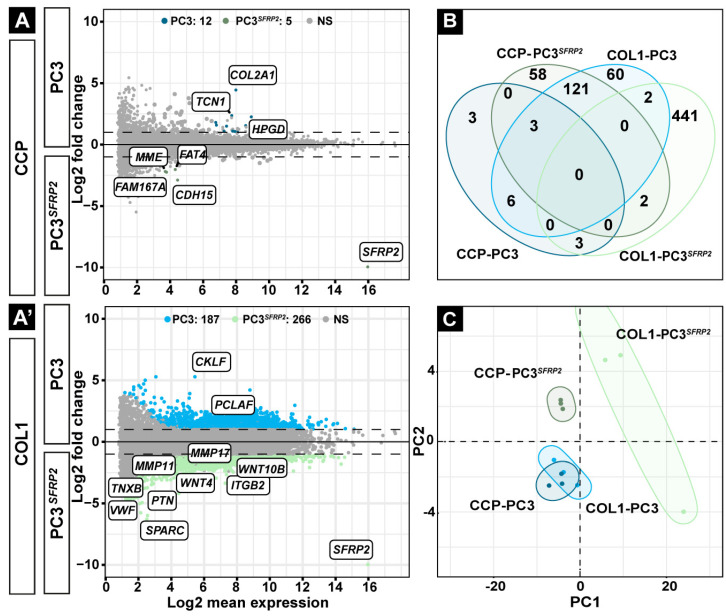
Differentially expressed gene (DEG) analysis of PC3 and PC3*^SFRP2^* cells. Next-generation RNA sequencing was performed to uncover genes that are affected by SFRP2 overexpression and surface condition. MA plots show gene expression differences between PC3 and PC3*^SFRP2^* on CCP (**A**) and COL1 (**A′**) surfaces. Genes that may influence osteomimicry were labelled in MA-plots. NS: not significant, blue: significantly upregulated in PC3, green: significantly upregulated in PC3*^SFRP2^*. The Venn diagram illustrates the number of unique upregulated genes specific to each group (**B**). Principal component analysis (PCA) revealed a strong transcriptional response of PC3*^SFRP2^* cells on COL1, when compared to PC3*^SFRP2^* on CCP surface (**C**).

**Figure 3:**
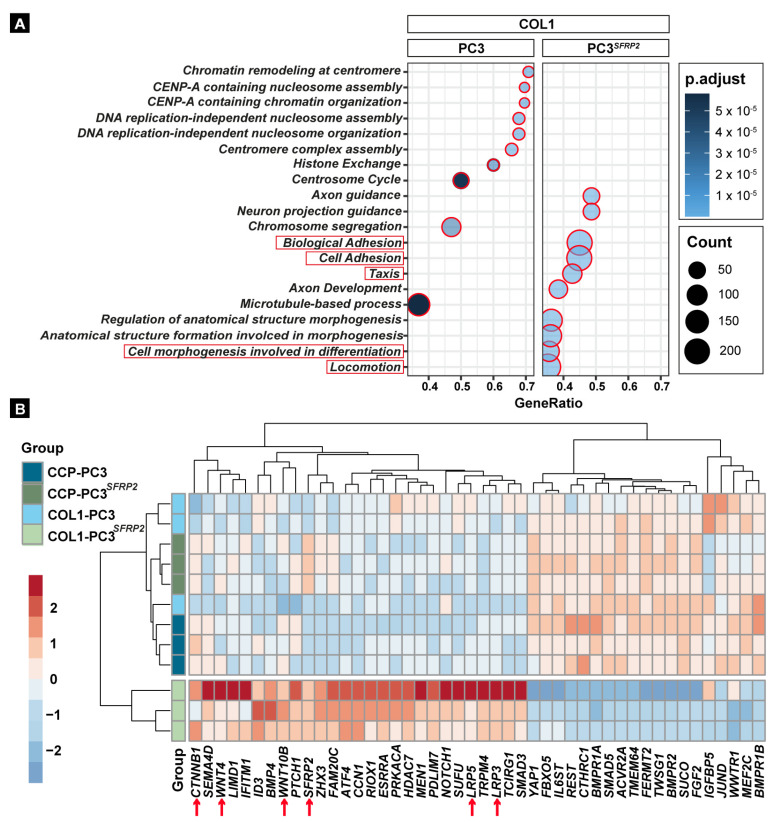
SFRP2 overexpression leads to osteotropic properties in PC3 cells on a COL1 surface. GO biological processes related to adhesion, taxis, and differentiation were significantly increased by SFRP2 overexpression compared to native PC3 cells when the cells were seeded on COL1 (**A**). Heatmap of osteoblast differentiation-related genes (GO:0001649) shows clear clustering of COL1-PC3*^SFRP2^* from all other groups (**B**). Arrows indicate WNT signaling-related gene expression in osteoblast differentiation.

**Figure 4:**
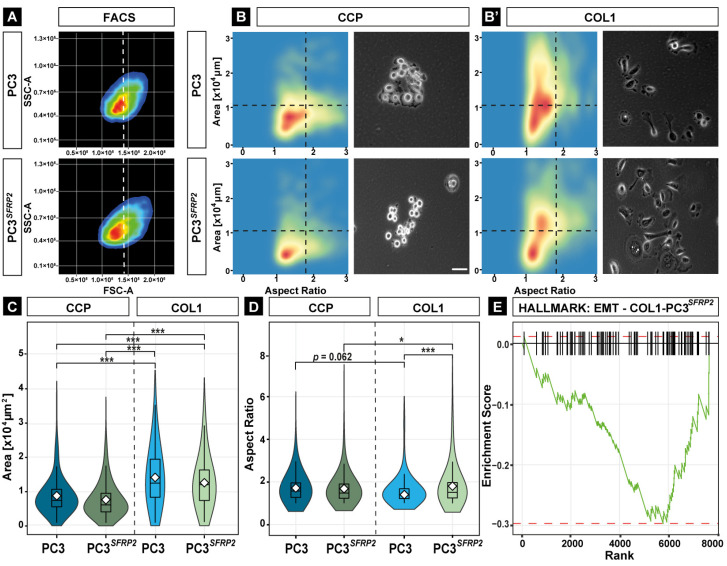
SFRP2 overexpression induces COL1-dependent EMT in PC3 cells. No morphological differences between PC3 and PC3*^SFRP2^* were observed in FACS analysis when cells were in suspension (**A**). On the CCP surface, PC3 cells are epithelial-like, while PC3*^SFRP2^* cells are more roundish (**B**). The COL1 surface induces an increase in cell size and elongation in both PC3 and PC3*^SFRP2^* (**B′**). Quantification of the cell morphology reveals that COL1 significantly increases cell size in PC3*^SFRP2^* cells (**C**) and elongation in COL1-PC3*^SFRP2^* cells (**D**). RNAseq analysis revealed that COL1-PC3*^SFRP2^* exhibited significant upregulation of the EMT pathway-related hallmark gene set when compared to CCP-PC3*^SFRP2^*. COL1-PC3*^SFRP2^* enrichment score < 0, CCP-PC3*^SFRP2^* enrichment score > 0 (**E**). * *p* ≤ 0.05; *** *p* ≤ 0.001. Scale bar: 200 µm.

**Figure 5:**
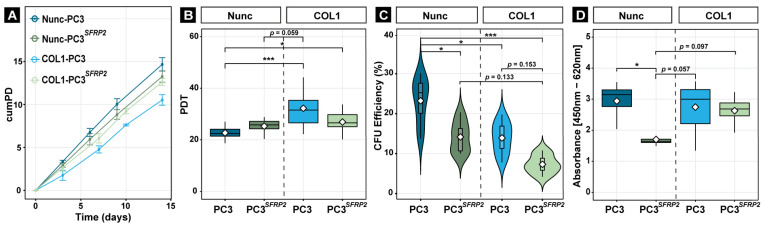
SFRP2 overexpression suppresses the reduced proliferation of PC3 cells on the COL1 surface. Cumulative population doubling (*cumPD*) (**A**) and population doubling time (*PDT*) (**B**) revealed that culturing PC3 cells on a COL1-coated surface reduced their proliferation in comparison to PC3*^SFRP2^*. COL1, and SFRP2 mutually significantly reduced CFU efficiency of PC3 cells (**C**). Metabolic activity is significantly reduced in PC3*^SFRP2^* cells on the CCP surface compared to native PC3. However, this significant difference is no longer observed when the cells are cultured on COL1 surface (**D**). Significance levels: * equals *p* ≤ 0.05; *** equals *p* ≤ 0.001.

**Figure 6:**
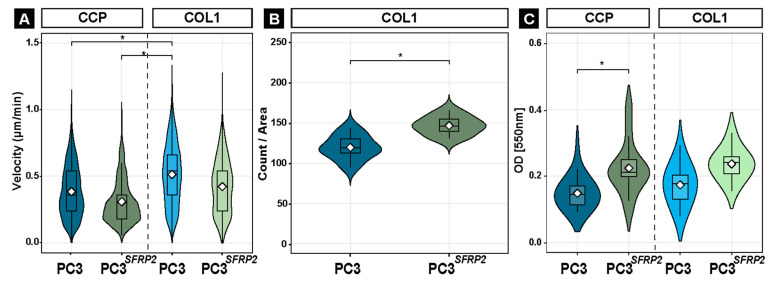
SFRP2 overexpression increases the osteotropic-like properties of PC3 cells on the COL1 surface. COL1-coating increases the random migration velocity of PC3 cells significantly, whereas overexpression of SFRP2 did not lead to such a significant increase in motility (**A**). Cellular invasion through a COL1 matrix shows that *SFRP2* overexpression significantly increases the invasion of the PC3 cells (**B**). Cell attachment assay shows an increase in attachment with *SFRP2* overexpression in PC3 cells cultured on both surfaces yet increase on COL1 is not significant. (**C**). Significance level: * equals *p* ≤ 0.05.

**Figure 7:**
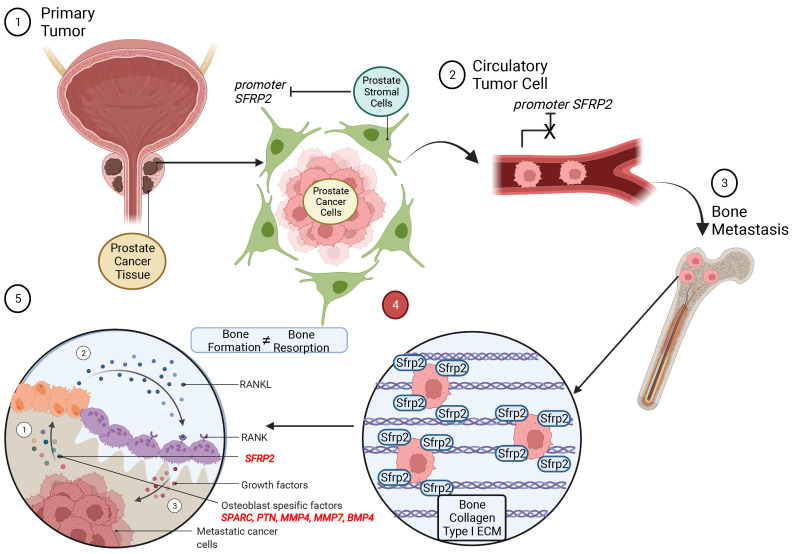
Visual representation of the potential effect of SFRP2 on prostate cancer cells during bone metastasis. After prostate cancer cells enter the circulation, SFRP2 expression leads them to attach and invade bone. PC3*^SFRP2^* cells start to secrete osteoblast-specific factors for osteomimicry and disturb the balance between bone formation and resorption. Created with BioRender.com (accessed on 14 June 2022, adapted from “Metastasis to Bone Disrupts Bone Homeostasis”).

## Data Availability

Gene expression data are deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217979, accessed on 18 November 2022. All in vitro data are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11244081/s1, Figure S1: Differential Gene Expression Analysis; Table S1: DEG Gene List of CCP-PC3 and CCP-PC3*^SFRP2^*; Table S2: DEG Gene List of COL1-PC3 and COL1-PC3*^SFRP2^*; Table S3: DEG-Gene List of CCP-PC3 and COL1-PC3; Table S4: DEG Gene List of CCP-PC3*^SFRP2^* and COL1-PC3*^SFRP2^*; Table S5: Hallmark: EMT COL1-PC3*^SFRP2^* and CCP-PC3*^SFRP2^*.

How the deposited data were processed for this re-analysis (not part of the article)

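RNA of PC3 cells and of PC3* SFRP2* cells grown on uncoated plastic (CCP) or on collagen type I (COL1) was sequenced, with 3 libraries in each of 4 groups. The authors prepared the libraries with a SENSE mRNA-Seq kit, aligned the reads with STAR to GRCh38, as the methods and the submitters' processing notes give, and deposited raw counts per Ensembl gene. The program that made the counts and whether it used strand are not given in the sources used here, so that counts of overlapping genes, antisense genes and near copies are uncertain. Of the 5 deposited tables, 4 were used: one of the 12 libraries, one of all libraries, and both kinds from a second alignment of the authors, which for the 12 libraries names 11 of them. How the second alignment differed is not given in the sources used here. The other 33 columns of per-sample values in the deposited tables were not used. The rule for the main table was set before the files were seen: the table with all 12 libraries and, of several, the one whose normalized means match those in the paper's Tables S1 to S4, of which the first 1999 of 13559 rows are held. DESeq2 on the table of 12 libraries gave means within 1% for 1991, 1979, 1991 and 1976 of the 1991, 1979, 1991 and 1976 rows matched by symbol, and log2 fold changes within 0.01, with the sign reversed, for 1991, 1979, 1991 and 1976. The table of all libraries holds other counts in its column for the third library of COL1-PC3* SFRP2* and was used for the alternative called the substituted library. The table of the 12 libraries from the second alignment names the fourth library of this group in place of the third, so that which sample the third library of COL1-PC3* SFRP2* is remains open, and with it every value that uses this library.

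The main table has 60676 gene rows, of which the 20364 with at least 10 counts summed over the 12 libraries were tested; 20280 of these (99.6%) matched by Ensembl ID an annotation of GRCh38 (release 44), from which symbols, coordinates, gene types, GC content and gene length were taken. The methods name release GRCh38.101 for the authors' alignment, which was not used here. The totals were 5529459 to 9975972 counts per library. Within each group the libraries were compared by a chi-square test per gene with at least 20 counts, and 18.6% to 75.0% of the genes differed at p under 0.05 by pair of libraries, so that no pair was counted as 1 sample. Folds against a group with 0 counts use a floor of 3 counts over that group and take the counts of the other group as exact. Ratios with few counts carry an exact 95% Clopper-Pearson interval. Both cover counting error only, the floor only that of the group with 0 counts. CPM of genes on a log scale used a prior count of 2.

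Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, robust quasi-likelihood fit and F test, Benjamini-Hochberg adjustment) in 1 fit of all 12 libraries with the group as the only term. The comparisons were PC3* SFRP2* against PC3 on CCP and on COL1, COL1 against CCP in PC3 and in PC3* SFRP2*, and the difference between the effects of *SFRP2* on COL1 and on CCP. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry beside it, and adjusted over the 33 lists of a comparison. Principal components were computed from the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. The trend with GC content was measured over the 10967 genes with a mean log2 CPM above 2 and a known GC content. The smooth of the GC correction was fitted on genes with a mean log2 CPM above 1. Overlaps between comparisons that share libraries were set beside 10 simulations of unchanged groups and beside independent lists of the same sizes.

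The 33 lists cover the osteoblast lineage, the BMP pathway, WNT ligands and receptors, WNT targets, intracellular WNT genes, integrins, metalloproteinases and their inhibitors, mesenchymal genes, epithelial genes, the unfolded protein response, S phase, G2 and M phase, the centromere, collagens, axon guidance, adhesion, ribosomal proteins, oxidative phosphorylation, the mitochondrial genome, replication-dependent histones, nuclear long non-coding RNAs, YAP targets, hypoxia and glycolysis, cholesterol synthesis, the interferon response, factors acting on osteoclasts, heat shock, immediate early genes, luminal prostate genes, neuroendocrine genes, and markers of fibroblasts, endothelial cells and immune cells. Of the genes listed, 86.9% were measured. Table S5 of the paper, with 29 genes, was treated apart, since the study chose it on these samples. Named are the 28 genes that the paper names in its RNA sequencing results or labels in Figure 2, whose values in the paper's tables had been seen, the genes of Table S5 and Figure 3B where they are treated, per comparison up to 10 genes in each direction with the largest log2 fold change among those that passed, with an average log2 CPM of at least 2 and no overlap between the groups, and up to 4 members of each list with the smallest adjusted p. Other genes are said to have been chosen after their values were seen. Some genes are not reported here.

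As alternatives, the genes were tested with DESeq2 and with limma voom with library weights, with RLE or upper quartile factors, with filterByExpr, with no filter beyond 1 count, over protein-coding genes only, in fits of the 2 groups compared, without each of the 12 libraries in turn, with the replicate number as a block, with a smooth correction of each library for GC content and gene length (mgcv 1.9.3) with and without the block, in the second alignment of 11 libraries, at an adjusted p of 0.01 and beyond a log2 fold change of 1. Gene lists were also tested with an estimated correlation, and principal components were computed over all genes and on log2 CPM. Chosen after seeing the data were the substituted library in either alignment and with the GC correction, the GC correction without the third library of COL1-PC3* SFRP2*, and DESeq2 adjusted over protein-coding genes. The scripts were tested on simulated data with the means, sizes and fitted dispersions of the real libraries and genes changed by known folds. Between COL1-PC3* SFRP2* and COL1-PC3 edgeR called 34 of 100 genes changed by a log2 of 1 and 94 of 100 changed by 2. It made 7 false calls in a test of 20363 genes, the changed ones included. DESeq2 called 55 and 96 of 100 with 21 false calls. For COL1-PC3* SFRP2* against CCP-PC3* SFRP2* edgeR called 36 and 96 of 100, with 5 false calls. The simulated libraries carry no trend with GC content and no library that stands apart from its group. The false calls therefore do not measure the errors among the genes called in the real libraries. The quantitative PCR, microscopy, flow cytometry, growth and adhesion measurements of the paper were not analysed here, and the paper's gene ontology enrichments were not repeated.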

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

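In this part, the tests of the GC correction on the genes called and on the unfolded protein response, of the alignments, of leaving out the third library, of its exchange, admixture and library number, and all values with the substituted library were chosen after the result was seen; the splits of the libraries, the ratio of libraries outside the comparison and the distances after the GC correction were not.

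7157 genes passed edgeR's quasi-likelihood test between COL1-PC3* SFRP2* and COL1-PC3, where the paper gives 7174 with no limit of fold change and 453 beyond its limit, and all 3 libraries of COL1-PC3* SFRP2* carry a trend with GC content. That trend may be part of the cause. The log ratio of the second and the third libraries of CCP-PC3, which are outside the comparison, correlated with its fold changes across genes at r = 0.512. After the GC correction 3582 genes passed, 2265 of them shared with the 7157. These argue against the trend as the whole cause only as far as the correction removes it. A remainder of the trend that the correction does not model stays open. The third library alone is argued against by the 6222 genes that passed in the same direction without it, although the substituted library left 223. The difference between the alignments as the whole cause is argued against by 6456 genes that passed in the same direction in both alignments of the 11 libraries. For single genes the placing of reads remains open. In the 9 libraries of the other groups the second alignment gave 1 count of *CKLF* in place of 562. It gave 1021 counts of *PCLAF* in place of 5692 and 0 of *RPL23AP2* in place of 665. The 10 splits of the 6 libraries are too few for a share under 0.05 (7157 genes in the real split, 0 in the highest other). An effect of *SFRP2* on cells on COL1 also stays open, and it was not tested apart from what else the libraries of this group share.

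The third library of COL1-PC3* SFRP2* stood apart from all others in its correlations, its mitochondrial share and the first principal component, and the column for this library in the table of all libraries, chosen for a test after the data were seen, held 19500 CPM of *SFRP2*, 1870 CPM of *GAPDH*, 10 counts of *COL2A1* and 16.1% mitochondrial counts among 7300197 counts. An exchange with a PC3 library is argued against by its 28200 CPM of *SFRP2*. Admixture of PC3 cells would give the 49 genes lower on CCP in PC3* SFRP2* a single share of the way to the PC3 level. The interquartile range of that share was 4.54 (quartiles 0.154 and 4.7, where 1 is the PC3 level), which argues against admixture. The shares were computed without the GC correction, so the trend with GC content may widen this range. The median share of 0.956 would mean almost only PC3 cells, which the *SFRP2* level of this library argues against. A smaller admixture stays open. After the GC correction its distance to the other libraries of its group was still 2.63 times the distance between those (3.20 times before). This argues against the trend with GC content alone, as far as the correction removes it. Whether it was prepared separately cannot be told apart from a difference of the culture: its library number is 7067 and those of the other 11 run from 7049 to 7059, and the table of the 12 libraries from the second alignment names the fourth library of this group in its place. Whether its column holds the labelled sample or another of the same group stays open. No biological explanation was tested, since the design gives none for a single library.

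Of 27 genes of the unfolded protein response, 3 were called higher in PC3* SFRP2* on CCP and 15 on COL1 (8 and 13 with the substituted library), and 0 lower on both (0 and 0 lower at an unadjusted p under 0.05, 0 and 0 with DESeq2). Camera called the list on both (adjusted p = 2.36e-25 and 1.06e-05), but not with an estimated correlation (0.0598 and 0.391). On COL1 the median log2 fold change of the list was 0.75 after the GC correction and 0.95 before. This argues against the trend with GC content as the cause, as far as the correction removes it. The third library alone is argued against by the 22 members called without it. Without the second library of COL1-PC3* SFRP2*, 1 member was lower. The high level of a secreted protein in these cells is a candidate explanation that the design names, and it was not tested. On CCP, the members called were 1 without any 1 library of CCP-PC3 or any 1 library of CCP-PC3* SFRP2*, 7 without the second library of COL1-PC3* SFRP2* and 16 without the third library of COL1-PC3* SFRP2*; the 1 was *PDIA4*, which stayed called in all 19 alternatives. The 10 splits of the libraries on CCP are too few for a share under 0.05 (16 genes called in the real split, 0 in the highest other).

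A difference between the effects of *SFRP2* on COL1 and on CCP was called for 1287 genes; of 100 assignments of the cell label within the surfaces, the real one included, 7 gave as many, and the highest other gave 4152, more than the real count, which points to a structure of the samples: the 6 drawn assignments with as many kept the real split on COL1, and with it the difference there, and those that did not keep it reached at most 0, so that this count does not show whether chance can be excluded. This count was 2 without the first or the second library of CCP-PC3, the second or the third of CCP-PC3* SFRP2* or the second or the third of COL1-PC3, 92 without the third of CCP-PC3, 7 without the first of CCP-PC3* SFRP2*, and 5515 and 4050 without the second and the third library of COL1-PC3* SFRP2*, and 2 with the replicate block. Of the genes named, *BMPR2* differed by -1.51 on the log2 scale (adjusted p = 0.0393 from edgeR's quasi-likelihood test; 2.5e-05 to 0.757 over 19 alternatives) and *WNT10B* by 2.69 (adjusted p = 0.047; 0.00526 to 0.757), both lost without any 1 library of CCP-PC3 or CCP-PC3* SFRP2* and without the second or the third of COL1-PC3, *WNT10B* also without the first of COL1-PC3* SFRP2* and with the GC correction, and both with the replicate block and with the substituted library. *PCLAF* differed by -3.89 (adjusted p = 0.00261; 5.66e-11 to 0.757), lost in the second alignment and with the substituted library. *CKLF* differed by -4.55 (adjusted p = 0.0143; 1.25e-06 to 0.841 over 18 alternatives), a fitted value that is no bound, lost without the first or the second library of CCP-PC3, the second or the third of CCP-PC3* SFRP2* or the second or the third of COL1-PC3, with the replicate block and with the substituted library. *COL2A1* differed by 5.07 (adjusted p = 0.0458; 0.00599 to 0.757 over 19 alternatives), lost without any 1 library of CCP-PC3, CCP-PC3* SFRP2* or COL1-PC3, with the replicate block, with the GC correction, with or without the third library of COL1-PC3* SFRP2*, and with the substituted library; without the third library of COL1-PC3* SFRP2* it stayed called (log2 1.15).

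Called between COL1-PC3* SFRP2* and COL1-PC3 in further gene lists were 18 higher and 0 lower of 31 interferon response genes (6 lower without the second library of COL1-PC3* SFRP2*), and in the same order 0 and 12 of 13 genes of the mitochondrial genome, 29 and 9 of 75 ribosomal protein genes, 14 and 4 of 23 cholesterol synthesis genes, 4 and 26 of 50 genes of the G2 and M phase, 16 and 2 of 24 epithelial genes, 14 and 1 of 26 hypoxia and glycolysis genes (for the higher members 9 without the second library of COL1-PC3 and 7 without the third library of COL1-PC3) and 0 and 6 of 11 nuclear long non-coding RNAs (for the lower members 3 without the second library of COL1-PC3 or the first library of COL1-PC3* SFRP2* and 2 without the third library of COL1-PC3). With the substituted library these counts, higher and lower, were 4 and 0, 0 and 6, 0 and 0, 0 and 0, 0 and 0, 0 and 1, 0 and 0 and 0 and 0, and with the GC correction 16 and 0, 1 and 5, 30 and 7, 9 and 1, 2 and 15, 6 and 1, 5 and 2 and 1 and 0 (1 and 1 of the last at an unadjusted p under 0.05). In PC3* SFRP2*, 7665 genes were called between COL1 and CCP in the real split and 0 in the highest of the others, and between COL1-PC3 and CCP-PC3 0 in both with edgeR (790 in the real split at an unadjusted p under 0.05, 6 with DESeq2 and 277 with limma voom), where 10 splits are too few for a share under 0.05.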

How the results depend on the processing

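The substituted library, alone or combined, DESeq2 adjusted over protein-coding genes and the GC correction without the third library of COL1-PC3* SFRP2* were chosen after the result was seen. The depth of 5529459 to 9975972 counts per library with 3 libraries per group limits genes with few counts, and of 100 changes of a log2 of 1 simulated between COL1-PC3* SFRP2* and COL1-PC3 edgeR called 34, limma voom 36 and DESeq2 55. The fit of the 2 groups alone cannot be made for the difference between the surfaces and was not run for it, gene lists with DESeq2 were run as counts of members, and where a setting is not named the count stayed within 1.5 times. Of the counts that moved, the cause was not tested, apart from the thresholds and the numbers of genes and libraries that the settings change by construction.

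The 16 genes called between CCP-PC3* SFRP2* and CCP-PC3 became 92 with DESeq2, 637 with limma voom, 97 with no filter, 891 in a fit of the 2 groups alone, 78 with the GC correction, 53 with the GC correction and the block, 400 in the second alignment, 59 with the substituted library and with that library in the second alignment, 289 with that library and the GC correction, 93 with DESeq2 adjusted over protein-coding genes, 783 with the GC correction and without the third library, and 5 to 384 without 1 library. The 8 of them beyond a log2 fold change of 2 became 18 with DESeq2 and with the substituted library, 92 with limma voom, 33 with no filter and in the second alignment, 5 over protein-coding genes, 51 in a fit of the 2 groups alone, 14 with the GC correction, 20 with that library in the second alignment, 30 with that library and the GC correction, 17 with DESeq2 adjusted over protein-coding genes, 46 with the GC correction and without the third library, 16 beyond a log2 fold change of 1, and 2 to 35 without 1 library.

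On COL1, for PC3* SFRP2* against PC3, the 7157 genes became 11000 with limma voom, 2522 in a fit of the 2 groups alone, 3582 with the GC correction, 3202 with the GC correction and the block, 223 with the substituted library, 250 with that library in the second alignment, 1584 with that library and the GC correction, 4342 with the GC correction and without the third library, 3991 at an adjusted p of 0.01, and 4401 to 8296 without 1 library. The 737 beyond a log2 fold change of 2 became 1574 with limma voom, 453 with filterByExpr, 444 over protein-coding genes, 390 in a fit of the 2 groups alone, 240 with the GC correction, 187 with the GC correction and the block, 354 in the second alignment, 30 with the substituted library, 36 with that library in the second alignment, 69 with that library and the GC correction, 455 with DESeq2 adjusted over protein-coding genes, 216 with the GC correction and without the third library, 415 at an adjusted p of 0.01, 4754 beyond a log2 fold change of 1, and 378 to 1348 without 1 library. The lowest were without the third library of COL1-PC3 (4401) and the third of COL1-PC3* SFRP2* (378).

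Between COL1-PC3 and CCP-PC3 the count of 0 (790 at an unadjusted p under 0.05 from edgeR) became 6 with DESeq2 and with DESeq2 adjusted over protein-coding genes, 277 with limma voom, 11 with no filter, 13 in a fit of the 2 groups alone, 2 with the GC correction and with that library in the second alignment, 35 in the second alignment, 3 with the substituted library, 18 with that library and the GC correction, 346 with the GC correction and without the third library, and 0 to 38 without 1 library. The 0 beyond a log2 fold change of 2 became 2 with DESeq2, in the second alignment, with that library and the GC correction and with DESeq2 adjusted over protein-coding genes, 53 with limma voom, 4 with no filter, 1 in a fit of the 2 groups alone and with that library in the second alignment, 11 with the GC correction and without the third library, and 0 to 2 without 1 library. The highest were without the third library of COL1-PC3* SFRP2*.

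In PC3* SFRP2*, for COL1 against CCP, the 7665 genes became 4711 in a fit of the 2 groups alone, 3370 with the GC correction, 2943 with the GC correction and the block, 4 with the substituted library and with that library in the second alignment, 771 with that library and the GC correction, 3803 with the GC correction and without the third library, 4763 at an adjusted p of 0.01, and 5747 to 8768 without 1 library. The 683 beyond a log2 fold change of 2 became 427 over protein-coding genes, 158 with the GC correction, 120 with the GC correction and the block, 253 in the second alignment, 2 with the substituted library and with that library in the second alignment, 14 with that library and the GC correction, 111 with the GC correction and without the third library, 428 at an adjusted p of 0.01, 5167 beyond a log2 fold change of 1, and 275 to 1465 without 1 library. The lowest of the latter was without the third and the highest without the second library of COL1-PC3* SFRP2*.

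The 1287 genes with a difference between the surfaces became 3837 with DESeq2, 7801 with limma voom, 1945 with filterByExpr, 3710 with no filter, 2 with the replicate block and at an adjusted p of 0.01, 581 with the GC correction, 447 with the GC correction and the block, 4008 in the second alignment, 0 with the substituted library and with that library in the second alignment, 8 with that library and the GC correction, 3806 with DESeq2 adjusted over protein-coding genes, and 2 to 5515 without 1 library. The 230 beyond a log2 of 2 became 373 with DESeq2, 1074 with limma voom, 400 with no filter, 2 with the replicate block and at an adjusted p of 0.01, 46 with the GC correction, 38 with the GC correction and the block, 0 with the substituted library, with that library in the second alignment and with that library and the GC correction, 76 with the GC correction and without the third library, 1220 beyond a log2 fold change of 1, and 2 to 981 without 1 library. With the substituted library 1296 had an unadjusted p under 0.05.

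Of the 33 gene lists, the 3 called by camera on CCP became 0 with an estimated correlation, 1 with fry and with the GC correction, 7 with the substituted library, and 1 to 6 without 1 library. The 12 called on COL1 became 0 with an estimated correlation, 7 with the substituted library, and 10 to 14 without 1 library. The 1 called between COL1-PC3 and CCP-PC3 became 0 with an estimated correlation and with fry, 3 with the GC correction, and 0 to 4 without 1 library. The 10 called between COL1-PC3* SFRP2* and CCP-PC3* SFRP2* became 0 with an estimated correlation, 19 with fry, and 7 to 15 without 1 library. The 9 called for the difference became 0 with an estimated correlation, 1 with fry, and 8 to 12 without 1 library. The gap on the first principal component of 43.2 became 116 over all genes, 17.2 with the substituted library, and 26.7 to 53.2 without 1 library.

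Of the log2 fold changes of named genes, some changed sign. For PC3* SFRP2* against PC3 on COL1, *BMP4* went from 0.43 to -0.04 with the GC correction, and *COL2A1* went from 0.61 to -3.32 without the third library of COL1-PC3* SFRP2*, -0.26 with the replicate block, -0.97 with the GC correction, -3.28 in the second alignment, -3.66 with the substituted library, -4.08 with the GC correction and without the third library, and *FBLN1* went from 1.05 to -0.06 with the substituted library, -0.39 with the GC correction and without the third library, and *TGFB1* went from 1.04 to -0.14 with the GC correction, -0.25 with the GC correction and without the third library. For COL1 against CCP in PC3* SFRP2*, *BMP4* went from 0.58 to -0.05 with the GC correction, and *COL2A1* went from 4.09 to -0.17 with the substituted library, -0.68 with the GC correction and without the third library, and *FBLN2* went from 0.95 to -0.05 without the third library of COL1-PC3* SFRP2*, -0.13 with the GC correction, -0.71 with the GC correction and without the third library, and *WNT4* went from 1.78 to -0.63 in the second alignment, -0.09 with the substituted library, -0.31 with the GC correction and without the third library. Without 1 library the values of *COL2A1* between COL1-PC3* SFRP2* and COL1-PC3 ran from -3.32 to 1.12 and those of *FBLN2* between COL1-PC3* SFRP2* and CCP-PC3* SFRP2* from -0.05 to 3.46. *FBLN2* is at the detection limit in both groups. The cause was not tested.

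Of 121 log2 fold changes of named genes, 108 kept direction and call with DESeq2 and 13 gained a call; with RLE factors 122 of 123 did and 1 gained one. Of the same 123, the GC correction left 80 as they were, ended 32 calls and added 6, and the substituted library left 43, ended 71 and added 5. Without the third library of COL1-PC3* SFRP2* 8 calls ended and 12 were added, and without any other library 3 to 18 calls ended. The share of higher genes among those called between COL1-PC3* SFRP2* and COL1-PC3 was 51.4%, and 52.3% with RLE, 56.5% with upper quartile factors and 51.6% with DESeq2.

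A pairing of the samples by replicate number was not seen. Of 18 correlations between the deviations of libraries with the same number, 3 were over 0.1 (-0.548 to 0.505), and not every library correlated best with its own number. The deviations were taken without the GC correction, so the trend with GC content may hide a pairing, which is not excluded. With the replicate block the counts were 13 on CCP, 6170 on COL1, 0 between COL1-PC3 and CCP-PC3 (614 at an unadjusted p under 0.05), 6909 between COL1-PC3* SFRP2* and CCP-PC3* SFRP2* and 2 for the difference between the surfaces, *PCLAF* and *RPL23AP2*, both of which also passed in the fit without the block. Both genes depended on the alignment. In the second alignment the 9 libraries of the other groups held 0 counts of *RPL23AP2* in place of 665 and 1021 of *PCLAF* in place of 5692. In 2 libraries of COL1-PC3* SFRP2*, *RPL23AP2* went from 3 to 0 counts and *PCLAF* from 73 to 66.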

Differences from the paper's values

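The alternatives with the substituted library and with DESeq2 adjusted over protein-coding genes were chosen after seeing the values, and the tests that use them in this part with them. A log2 fold change is called apart from the paper's where they differ by more than its standard error.

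Between CCP-PC3* SFRP2* and CCP-PC3, with a log2 fold change beyond 2, the paper gives 17 genes, and edgeR called 8 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were 18 with DESeq2, 14 with the GC correction, 16 beyond a log2 fold change of 1. Those further from it were 92 with limma voom, 8 with RLE factors, 8 with upper quartile factors, 6 with filterByExpr, 33 with no filter, 5 over protein-coding genes, 51 in a fit of the 2 groups alone, 7 with the replicate block, 10 with the GC correction and the block, 33 in the second alignment, 6 at an adjusted p of 0.01, 2 to 35 without any 1 library of CCP-PC3, any 1 library of CCP-PC3* SFRP2*, any 1 library of COL1-PC3, any 1 library of COL1-PC3* SFRP2*. DESeq2 adjusted over protein-coding genes, chosen after seeing the values, gave 17, the paper's count, and dropped 0 of the 12 genes the paper calls in the rows held of its table, where edgeR dropped 6; the substituted library gave 18 and dropped 2.

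With no limit of fold change in the same comparison the paper gives 88 genes, and edgeR called 16 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were 92 with DESeq2, 97 with no filter, 78 with the GC correction. Those further from it were 637 with limma voom, 20 with RLE factors, 19 with upper quartile factors, 19 with filterByExpr, 16 over protein-coding genes, 891 in a fit of the 2 groups alone, 13 with the replicate block, 53 with the GC correction and the block, 400 in the second alignment, 12 at an adjusted p of 0.01, 5 to 384 without any 1 library of CCP-PC3, any 1 library of CCP-PC3* SFRP2*, any 1 library of COL1-PC3, any 1 library of COL1-PC3* SFRP2*. With the former alternative chosen after seeing the values the count was 93, with 0 of 13 dropped.

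For PC3* SFRP2* against PC3 on COL1, with a log2 fold change beyond 2, the paper gives 453 genes, and edgeR called 737 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were 453 with filterByExpr, 679 with no filter, 444 over protein-coding genes, 390 in a fit of the 2 groups alone, 621 with the replicate block, 354 in the second alignment, 415 at an adjusted p of 0.01, 378 to 676 without any 1 library of CCP-PC3* SFRP2*, the second or the third library of COL1-PC3, the third library of COL1-PC3* SFRP2*. Those further from it were 713 with DESeq2, 1574 with limma voom, 743 with RLE factors, 764 with upper quartile factors, 240 with the GC correction, 187 with the GC correction and the block, 4754 beyond a log2 fold change of 1, 681 to 1348 without any 1 library of CCP-PC3, the first library of COL1-PC3, the first or the second library of COL1-PC3* SFRP2*. DESeq2 adjusted over protein-coding genes, chosen after seeing the values, gave 455 and dropped 2 of the 261 genes the paper calls in the rows held, and edgeR dropped 26, while the substituted library dropped 253.

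For COL1 against CCP in PC3* SFRP2*, with a log2 fold change beyond 2, the paper gives 451 genes, and edgeR called 683 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were 478 with filterByExpr, 629 with no filter, 427 over protein-coding genes, 536 in a fit of the 2 groups alone, 569 with the replicate block, 428 at an adjusted p of 0.01, 557 to 674 without any 1 library of CCP-PC3, any 1 library of CCP-PC3* SFRP2*, any 1 library of COL1-PC3. Those further from it were 688 with DESeq2, 986 with limma voom, 698 with RLE factors, 742 with upper quartile factors, 158 with the GC correction, 120 with the GC correction and the block, 253 in the second alignment, 5167 beyond a log2 fold change of 1, 275 to 1465 without any 1 library of COL1-PC3* SFRP2*. DESeq2 adjusted over protein-coding genes, chosen after seeing the values, gave 466 and dropped 1 of the 273 genes the paper calls in the rows held, while the substituted library dropped 273.

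The paper gives 12 M reads per sample, and the counts in genes here had a median of 7.46 M per library, which are different quantities; no alternative changes it. For *FBLN1* in Table S5 the paper gives a log2 fold change of 1.09 over CCP-PC3* SFRP2*, where it was 1.64 here, 1.66 with DESeq2, 0.62 with the GC correction and 0.69 without the third library of COL1-PC3* SFRP2*, all apart from the paper's value. For *TGFB1* the paper gives 1.08, and it was 1.57 here, 1.59 with DESeq2 and 0.19 with the GC correction, apart from the paper's value, and 1.04 without the third library of COL1-PC3* SFRP2*, within its standard error of it. The values of Table S5 match the other comparison: over COL1-PC3, DESeq2 gave the paper's log2 fold change within 0.01 for 29 of 29 genes, and over CCP-PC3* SFRP2* for 0. The p the table calls adjusted was within 10% of the unadjusted p from DESeq2 for 28 genes and of the adjusted p for 0.

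On single genes, edgeR did not call *COL2A1* (adjusted p = 0.26; 2.07e-27 to 1 over 19 alternatives) or *CDH15* (0.244; 2.49e-05 to 1) on CCP, which the paper calls and DESeq2 calls here, as do the second alignment and the fit without the third library of COL1-PC3* SFRP2*. *CTNNB1* was not called between COL1-PC3* SFRP2* and COL1-PC3 (adjusted p = 0.0982; 2.35e-08 to 0.218), and DESeq2, the GC correction, the second alignment and the fit without the third library of COL1-PC3* SFRP2* call it. *BMP4* was not called over COL1-PC3 (adjusted p = 0.0727; 0.0172 to 0.891), where DESeq2 and the fit without the third library of COL1-PC3* SFRP2* call it, and *WNT4* was not called over CCP-PC3* SFRP2* (adjusted p = 0.0635; 0.0232 to 0.954), where DESeq2 and the fits without the second library of CCP-PC3* SFRP2* or the first or the second of COL1-PC3* SFRP2* call it. *FBLN2* stayed at the detection limit and was not called.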

Other observations

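The comparisons with the substituted library and with the GC correction in this part were tests chosen after the result was seen, for the substituted library in the choice of the library itself. Between COL1-PC3* SFRP2* and COL1-PC3, 18 of 31 genes of the interferon response rose (4 with the substituted library), with 0 falling (0 at an unadjusted p under 0.05 from edgeR, 0 with DESeq2), and camera called the list, but not with an estimated correlation (adjusted p = 0.391). Among the 18 were *ISG15*, which encodes a ubiquitin-like protein, *PSMB8*, a subunit of the immunoproteasome, and *OASL*, a sensor of viral RNA. The edgeR values were *ISG15* (log2 fold change 2.67, standard error 0.26, adjusted p = 4.69e-05; 3.66e-19 to 0.0186 over 19 alternatives), *PSMB8* (log2 fold change 1.77, standard error 0.23, adjusted p = 0.000323; 5.24e-13 to 0.0246 over 19 alternatives) and *OASL* (log2 fold change 1.67, standard error 0.24, adjusted p = 0.000457; 6.07e-09 to 0.0445 over 19 alternatives). Of 13 genes of the mitochondrial genome 12 fell, among them *MT-ND3* (log2 fold change -1.51, standard error 0.21, adjusted p = 0.000389; 7.35e-10 to 0.648 over 19 alternatives), which was lost with the GC correction, and the mitochondrial share of counts was 7.168% to 16.83% in COL1-PC3* SFRP2* and 21.21% to 24.02% in COL1-PC3. The median GC content of these genes was 51.2%, 44.3%, 47.9% and 49.6% for interferon, mitochondrial, ribosomal and cholesterol genes. Of the 51 nuclear genes of oxidative phosphorylation, 19 rose and 12 fell (for the falling members 7 without the first or the second library of CCP-PC3* SFRP2* or the first library of COL1-PC3* SFRP2*, 4 without the second library of COL1-PC3 and 6 without the third library of COL1-PC3; rising and falling 23 and 4 with the GC correction and 0 and 0 with the substituted library, where 13 and 4 had an unadjusted p under 0.05). Of 75 ribosomal protein genes 29 rose and 9 fell, and of 23 genes of cholesterol synthesis 14 rose, with *FDPS* (log2 fold change 1.17, standard error 0.18, adjusted p = 0.000656; 7.48e-11 to 0.116 over 19 alternatives) among them, and 4 fell, *MSMO1* and *SC5D* and, chosen after their values were seen, *IDI1* and *SQLE*. The counts of interferon, mitochondrial, ribosomal and cholesterol genes that rose and fell were 16 and 0 with the GC correction and 4 and 0 with the substituted library, 1 and 5 with the GC correction and 0 and 6 with the substituted library, 30 and 7 with the GC correction and 0 and 0 with the substituted library and 9 and 1 with the GC correction and 0 and 0 with the substituted library. Camera called these lists (adjusted p = 8.48e-05, 8.48e-05, 0.0176 and 0.0259) but not with an estimated correlation (0.391, 0.391, 0.579 and 0.391), and it did not call oxidative phosphorylation (0.189). Without the second library of COL1-PC3* SFRP2*, interferon genes that fell numbered 6.

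Of 50 genes of the G2 and M phase, 26 fell, among them *KIF11* and *HMMR*, which encode a spindle motor and a spindle-associated protein, while 4 rose, *RANGAP1* and, chosen after their values were seen, *TUBB4B*, *AURKB* and *KIF2C* (for the rising members 7 without the second library of COL1-PC3* SFRP2*). The values were *KIF11* (log2 fold change -1.81, standard error 0.29, adjusted p = 0.000725; 6.72e-11 to 0.127 over 19 alternatives) and *HMMR* (log2 fold change -1.88, standard error 0.36, adjusted p = 0.00153; 3e-10 to 0.145 over 19 alternatives). Of 24 centromere genes, 12 fell, as *MIS18A* did, and 5 rose, *CENPM*, *CENPX* and *CENPB* and, chosen after their values were seen, *CENPO* and *CENPT* (for the rising members 3 without the third library of COL1-PC3 or the first library of COL1-PC3* SFRP2*), and of 42 S phase genes 6 rose and 14 fell (for the falling members 8 without the third library of COL1-PC3), which no longer outnumbered the rising ones with the GC correction or the substituted library (rising and falling 9 and 5 with the GC correction and 1 and 0 with the substituted library, where 5 and 1 had an unadjusted p under 0.05). From the 24 epithelial genes 16 rose, such as the plakophilin gene *PKP3*, and 2 fell, *CLDN1* and, chosen after its value was seen, *ESRP1*. Among the 26 genes of hypoxia and glycolysis 14 rose, such as *PFKL* (log2 fold change 2.05, standard error 0.35, adjusted p = 0.00105; 3.84e-09 to 0.116 over 19 alternatives), a phosphofructokinase gene, and 1 fell, *PDK1*, chosen after its value was seen (for the rising members 9 without the second library of COL1-PC3 and 7 without the third library of COL1-PC3; for the falling members 0 without the second or the third library of CCP-PC3, any 1 library of CCP-PC3* SFRP2*, the second or the third library of COL1-PC3 or the first library of COL1-PC3* SFRP2* and 2 without the second library of COL1-PC3* SFRP2*). Of 11 nuclear long non-coding RNAs 6 fell and 0 rose (0 higher and 7 lower at an unadjusted p under 0.05, 0 and 6 with DESeq2). The median GC content was 42.2% for the G2 and M phase, 43.8% for the centromere, 56.2% for epithelial genes, 53% for hypoxia and glycolysis and 42% for the nuclear RNAs. The counts that rose and fell were 2 and 15 with the GC correction and 0 and 0 with the substituted library, and for the centromere 2 and 10 with the GC correction and 1 and 0 with the substituted library, for epithelial genes 6 and 1 with the GC correction and 0 and 1 with the substituted library, for hypoxia 5 and 2 with the GC correction and 0 and 0 with the substituted library and for the nuclear RNAs 1 and 0 with the GC correction and 0 and 0 with the substituted library. Camera gave adjusted p = 0.00322, 0.0339, 0.00676, 0.00929 and 0.0259 in that order, and with an estimated correlation 0.579, 0.579, 0.448, 0.428 and 0.579.

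Camera did not call the following lists on COL1. For each, the brackets give the members that rose and fell, in this order, with the GC correction and with the substituted library; unadjusted stands for a p under 0.05 before adjustment from edgeR. Of 25 collagens, *COL6A2* and *COL16A1* and, chosen after its value was seen, *COL6A1* rose, and *COL4A5* and *COL5A2* fell (2 and 5 with the GC correction, 2 and 9 unadjusted, and 0 and 1 with the substituted library, 3 and 3 unadjusted, and for the rising members 1 without the second or the third library of COL1-PC3). *COL16A1* was near the detection limit, with 11 counts in all of COL1-PC3* SFRP2* and 1 in COL1-PC3, where CCP-PC3 held 10. Markers of endothelial cells that rose were *ROBO4*, *EGFL7* and *VWF* (0 and 0 with the GC correction, 1 and 1 unadjusted, and 0 and 0 with the substituted library, 1 and 1 unadjusted; for the rising members 1 without the second or the third library of COL1-PC3 or the third library of COL1-PC3* SFRP2*; for the falling members 1 without the third library of COL1-PC3* SFRP2*), of immune cells *ITGB2* and *CORO1A* (0 and 0 with the GC correction, 1 and 1 unadjusted, and 0 and 0 with the substituted library, 2 and 0 unadjusted; for the rising members 1 without the third library of COL1-PC3; for the falling members 1 without the second library of COL1-PC3* SFRP2*) and of fibroblasts 0 (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 with DESeq2; 1 and 0 with the GC correction, 1 and 1 unadjusted, and 0 and 0 with the substituted library, 2 and 0 unadjusted; for the rising members 1 without the second library of COL1-PC3* SFRP2*). The heat shock genes *HSF1* and *HSPB1* rose, and *DNAJA1* and *HSP90AA1* and, chosen after their values were seen, *HSPH1* and *HSPE1* fell (1 and 3 with the GC correction, 1 and 4 unadjusted, and 0 and 0 with the substituted library, 0 and 0 unadjusted; for the rising members 1 without the second or the third library of COL1-PC3 or the third library of COL1-PC3* SFRP2*; for the falling members 0 without the second or the third library of COL1-PC3 and 2 without the first library of COL1-PC3* SFRP2*). Of the replication-dependent histones *H2BC18* and, chosen after their values were seen, *H3C3* and *H2BC9* rose, and 6 fell (0 and 6 with the GC correction, 2 and 7 unadjusted, and 0 and 2 with the substituted library, 1 and 7 unadjusted; for the rising members 1 without the first or the second library of COL1-PC3 and 0 without the third library of COL1-PC3 or the first library of COL1-PC3* SFRP2*; for the falling members 3 without the first or the second library of CCP-PC3* SFRP2* and 2 without the second library of COL1-PC3). The immediate early genes *JUN*, *IER2* and *JUNB* and, chosen after their values were seen, *EGR2* and *NR4A1* rose, and *KLF6* fell (0 and 2 with the GC correction, 1 and 4 unadjusted, and 0 and 1 with the substituted library, 4 and 3 unadjusted, so that with the correction more fell than rose; for the falling members 2 without the first library of COL1-PC3 or the second library of COL1-PC3* SFRP2* and 3 without the third library of COL1-PC3* SFRP2*). The neuroendocrine gene *ENO2* rose (0 and 0 with the GC correction, 0 and 0 unadjusted, and 0 and 0 with the substituted library, 0 and 0 unadjusted; for the rising members 0 without the second or the third library of COL1-PC3 or the third library of COL1-PC3* SFRP2*), as did the luminal prostate gene *NDRG1*, where *STEAP2* fell (2 and 1 with the GC correction, 2 and 1 unadjusted, and 0 and 1 with the substituted library, 1 and 2 unadjusted; for the rising members 4 without the second library of COL1-PC3* SFRP2*; for the falling members 2 without the first or the third library of COL1-PC3* SFRP2*). Of factors acting on osteoclasts *LIF* and *VEGFA* and, chosen after its value was seen, *TNFSF10* rose, and *DKK1* and *PTGS2* and, likewise, *TNFRSF11B* and *CXCL8* fell (2 and 1 with the GC correction, 2 and 1 unadjusted, and 0 and 0 with the substituted library, 1 and 3 unadjusted; fry adjusted p = 0.0123, camera 0.528). The YAP targets *CCN1* and *ARHGEF17* and, chosen after its value was seen, *FJX1* rose, and *ASAP1* and *DOCK5* and, likewise, *RBMS3* fell (1 and 5 with the GC correction, 3 and 7 unadjusted, and 2 and 0 with the substituted library, 3 and 2 unadjusted; for the rising members 5 without the third library of COL1-PC3* SFRP2*; for the falling members 1 without the second or the third library of COL1-PC3 and 6 without the second library of COL1-PC3* SFRP2*). The mesenchymal genes *TGFB1*, *S100A4* and *FN1* rose (3 and 2 with the GC correction, 5 and 2 unadjusted, and 1 and 0 with the substituted library, 7 and 0 unadjusted; for the rising members 0 without the second or the third library of COL1-PC3 and 7 without the third library of COL1-PC3* SFRP2*; for the falling members 1 without the second or the third library of COL1-PC3* SFRP2*; 7 changed with DESeq2). On CCP, camera called the adhesion genes (adjusted p = 0.0242; 0.669 with an estimated correlation) and the histones, lower by a median log2 of -0.31 (adjusted p = 0.0167; 0.669 with an estimated correlation).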
